# Deciphering the molecular components of the *quorum sensing* system in the fungus *Ophiostoma piceae*

**DOI:** 10.1128/spectrum.00290-23

**Published:** 2023-10-05

**Authors:** Rodrigo Santos-Pascual, Iván Campoy, David Sanz Mata, María Jesús Martínez, Alicia Prieto, Jorge Barriuso

**Keywords:** *quorum sensing*, signaling, biotechnology, ecophysiology

## Abstract

*Quorum sensing* (QS) is a complex cell-cell communication mechanism that coordinates population-level behaviors in microbes. In eukaryotes, this phenomenon has been extensively described in the dimorphic yeast *Candida albicans* as its main QS molecule, the sesquiterpene alcohol farnesol, is responsible for various phenotypic (i.e., inhibition of yeast-to-hyphae transition, biofilm formation, and, hence, pathogenesis) and metabolic (i.e., induction of oxidative stress and apoptosis) changes. *Ophiostoma piceae* CECT 20416 is a dimorphic saprotrophic ascomycete with biotechnological interest that also produces farnesol as QS molecule, but in this case, the alcohol promotes the morphological transition to the mycelial form, biofilm formation, enzyme secretion, and melanin production. Here, we characterized the physiological response of *Ophiostoma piceae* to farnesol, the molecular components of the QS system of this fungus have been investigated using a “multiomics” approach that involved genomic, transcriptomic, and proteomic analyses. Some genes identified in this work are proposed as key factors in farnesol transport and signaling. We have also cataloged the genes undergoing major transcriptional changes triggered by the presence of the autoinducer, such as cell-wall remodeling, reactive oxygen species (ROS) protection, and melanin biosynthesis, using self-organizing maps. This analysis could be useful for applications in the forestry industry, for enzymes production, and for the valorization of residues. Furthermore, it might as well help to investigate the QS mechanisms of clinically relevant fungi phylogenetically related to *Ophiostoma*.

**IMPORTANCE:**

This manuscript presents a comprehensive study on the molecular mechanisms triggered by the *quorum sensing* (QS) molecule farnesol in the biotechnologically relevant fungus *Ophiostoma piceae*. We present for the first time, using a multiomics approach, an in-depth analysis of the QS response in a saprotroph fungus, detailing the molecular components involved in the response and their possible mechanisms of action. We think that these results are particularly relevant in the knowledge of the functioning of the QS in eukaryotes, as well as for the exploitation of these mechanisms.

## INTRODUCTION

*Quorum sensing* (QS) is a complex inter-cellular communication mechanism used by microorganisms to coordinate their population behaviors. This mechanism is mediated by small diffusible molecules, which accumulate throughout the microbial growth cycle until a threshold concentration is reached. Then, gene expression is altered and a coordinated response is triggered in the community (1). The first QS molecule (QSM) described was an acyl-homoserine lactone (AHL) from the bacterium *Aliivibrio fischeri* (2), and many different QSMs have been reported in bacteria thereafter. Further investigations revealed the existence of these cell-cell communication processes in eukaryotic microorganisms. In fungi, they modulate secondary metabolism, enzyme production, morphogenesis, or biofilm formation (3 – 11).

The QS mechanisms of the dimorphic opportunistic fungus *Candida albicans* are well studied, as they are essential to regulate processes directly related to pathogenesis, such as biofilm formation and morphological transition (12). Two molecules, farnesol (1-hydroxy-3,7,11-trimethyl-2,6,10-dodecatriene) and tyrosol, have been described to act as QS signals in this yeast (13, 14) although the effects of the sesquiterpene alcohol farnesol are better known. In *C. albicans*, farnesol triggers a complex regulation mechanism that blocks morphological transition and biofilm formation, acting as a negative regulator of filamentation. Among its effects, this QS molecule impacts the HOG MAPK pathway involved in osmosensing, cell wall biogenesis, and morphogenesis (15). In addition, induces farnesylation of the small GTPase-like protein Ras1 (4, 16) and, most importantly, inhibits the cyclic AMP-Protein kinase A (cAMP-PKA) signaling pathway. Repression of the adenylate cyclase gene (*cyr1*) by farnesol reduces the intracellular levels of cAMP, abolishing signal transduction to the protein kinase A cascade. As a consequence, there is no upregulation of the gene *efg1* encoding the Enhanced Filamentous Growth protein 1 (17), nor downregulation of *nrg1,* the major repressor of hyphal development. In addition, farnesol also acts at the protein level avoiding the degradation of Nrg1. This complex regulation leads to increased levels of Tup1, a DNA-binding transcriptional regulator that suppresses hyphal formation (18).

On the other hand, the crosstalk between microorganisms from different kingdoms of life that share the same habitat is known to occur routinely in nature (19, 20). As an example, *C. albicans* responds to 3-oxododecanoyl-l-homoserine lactone (3-oxo-C12-HSL), the QSM from the bacterium *P. aeruginosa,* which inhibits Cyr1 and, subsequently, yeast filamentation, in a dose-dependent manner. Similarly, farnesol represses the *Pseudomonas* QS system mediated by quinolones (21, 22).

The ascomycete *Ophiostoma piceae*, class Sordariomycetes, is a non-pathogenic dimorphic saprotrophic fungus responsible for the conifer sap-stain, which causes financial loses in the wood industry (23). Its ability to synthesize melanin—the staining agent—as well as to secrete several enzymes such as proteases, laccases, or lipases, makes *O. piceae* have a high biotechnological potential (24 – 26). In this fungus, the morphological transition from yeast to hyphae is also a major driver of several physiological abilities such as the secretion of enzymes (i.e., the versatile lipase OPE, which is the major esterase secreted and has broad substrate specificity) and the formation of biofilms by modulating cell surface hydrophobicity (27 – 29). These traits are key to enable adaptability and colonization, as seen in other *Ophiostoma* species (i.e., *O. ulmi* and *O. novo-ulmi*) (30). Factors like inoculum size, population density, temperature, nitrogen source, or QS signals have been described to induce the dimorphic switching in *Ophiostoma* species (31 – 33). The strain *O. piceae* CECT 20416 produces farnesol as QS molecule (27) which, unlike the situation in *C. albicans,* induces the yeast-to-hypha transition. Homologs to *cyr1* and *tup1* have been identified in this species (27), but little information is available on their transcriptional regulation and the components involved in the farnesol-mediated signaling pathway.

DNA and RNA sequencing technologies, together with the vast amount of genomic information in public repositories, make multiomics approaches powerful techniques for revealing the genetic response of organisms to different stimuli (34). In this work, we have combined genomics, transcriptomics, and proteomics to unravel the main molecular components involved in the QS response of *O. piceae* CECT 20416. Here, we present the first approach toward understanding farnesol signaling, with particular attention to the regulatory genes involved in dimorphism, the synthesis of secondary metabolites and relevant enzymes, and their time-dependent variations. These results can be extrapolated to phylogenetically related fungi with clinical and biotechnological implications.

## RESULTS

### Effect of culture conditions on the growth and morphology of *Ophiostoma piceae*

In order to evaluate the optimal culture conditions to elucidate the farnesol signaling response in *O. piceae*, various inoculum densities and carbon and nitrogen sources were tested in phosphate minimal medium. Growth correlated with inoculum size and the exponential phase began earlier in cultures with high inoculum size (10^6^ yeast/mL). Furthermore, cell growth was higher when arginine was used as the nitrogen source. The carbon sources tested, glucose or sucrose, had not significant effect on growth rates (Fig. 1A). Regarding cell morphology, the proportion of hyphae during the exponential growth phase (47 h) was significantly higher in cultures with glucose, high inoculum density, and arginine as the nitrogen source (Fig. 1B; Fig. S1). Cell counts under the microscope showed a proportion of hyphae around 10%–20% in the low inoculum density cultures with proline, between 30% and 50% in the high inoculum density cultures with proline, 50%–65% in the low inoculum density cultures with arginine, and 65%–70% in the high inoculum density cultures with arginine (Fig. 1B). The morphological transition from yeast to hyphae in the cultures was corroborated by the increase in both, the mycelium dry weight in the cultures with arginine (Fig. S1B), and the shape of the cells, determined by microscopy (Fig. S1).

**Fig 1:**
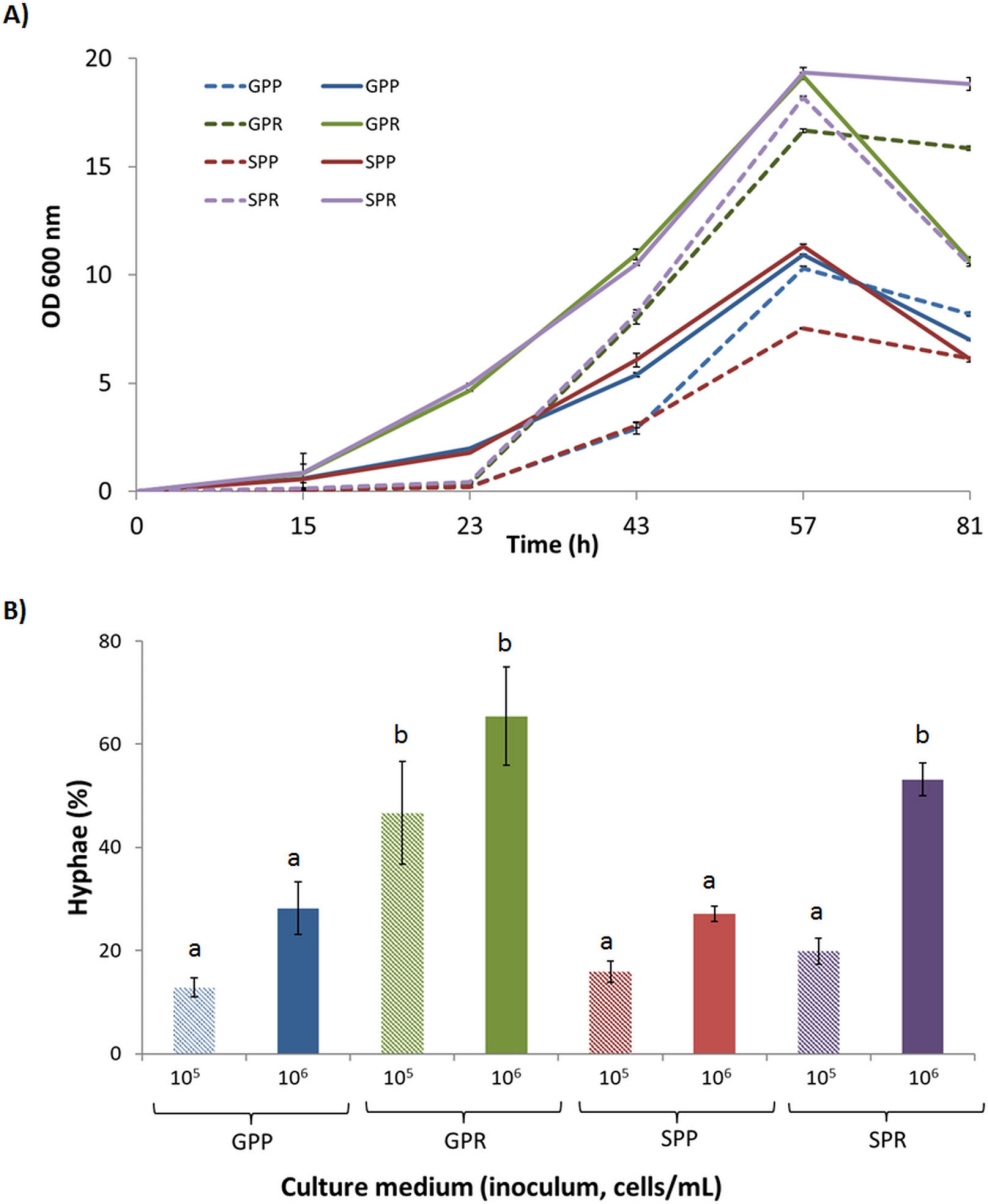
Determination of growth and morphology in *O. piceae* CECT 20416 cultures in phosphate medium with glucose (G) or sucrose (S) as carbon source and proline (P) or arginine (R) as nitrogen source. Cultures were inoculated at low (105 cells/mL, striped bars) and high cell density (106 cells/mL, solid bars). The samples were filtered through Miracloth to separate hyphae (retained) from yeast cells (flowthrough). (A) Optical density (OD 600 nm) of the yeast population was determined throughout the experiment. (B) Percentage of cells in the form of hyphae at 47 h, as observed under light microscope. Eighteen biological replicates were used both for control samples and for the cultures induced with farnesol. Groups of six biological replicates were pooled together to give three technical replicates that were individually analyzed. Error bars: standard error. Statistical significance of the results was evaluated by ANOVA and Tukey tests.

### Effect of farnesol on the morphological transition and esterase activity

Since the lowest proportion of hyphae in *O. piceae* CECT 20416 was observed using GPP medium (Fig. 1B), this was selected to assess the inductive effect of farnesol on yeast-to-hyphal transition and extracellular enzyme (esterase/lipase) production. Cultures growing in GPP inoculated with a low inoculum concentration (10^5^ cells/mL) were induced with 100 µM farnesol 24 h after inoculation, keeping controls without induction (Fig. S2A). The highest presence of hyphae in the exponential growth phase (47 h) was observed in cultures induced with farnesol (42%) compared with the non-induced culture (8%) (Fig. S2B and C). Moreover, we determined the esterase activity in the supernatants of 4-day-old cultures as an indicator of the secretory activity in the fungus. The activity values were higher, and reached earlier, in the cultures induced with farnesol (2.4 U/L) compared with the non-induced low inoculum density culture (1.5 U/L).

### Effect of inoculum density on farnesol production

The concentration of farnesol produced by *O. piceae* CECT 20416 was quantified in GPP cultures inoculated with 10^5^, 10^6^, and 5 × 10^6^ cells/mL, respectively. Farnesol was only detected in the last two cases (Table 1), reaching the maximum concentration (3 µM) at 16 h in the cultures with the largest inoculum size, and 1.8 µM after 24 h for the cultures inoculated with 10^6^ cells/mL. Farnesol concentration dropped to 0.8–1 µM after 40 h of culture.

**TABLE 1:** Farnesol concentration (µM) detected in the culture supernatants by HPLC-MS at different time points^*b*^

Inoculum (cells/mL)	Sampling time			
	8 h	16 h	24 h	40 h
10^5^	ND^*a*^	ND^*a*^	ND^*a*^	ND^*a*^
10^6^	0.57 ± 0.05	0.75 ± 0.22	1.86 ± 0.43	0.96 ± 0.07
5 × 10^6^	0.64 ± 0.08	3.03 ± 0.54	2.67 ± 0.32	0.83 ± 0.03

^*a*^ ND, not detected.

^*b*^ Measurements were performed in triplicate.

### Genomic analysis

The genome of *O. piceae* CECT 20416 was sequenced due to the biotechnological interest of this wood-staining fungus, which is also able of producing biofilms, secreting a versatile lipase, and forming consortia with bacteria. The draft genome sequence of *O. piceae* CECT 20416 was assembled into 46 contigs using *O. novo-ulmi (GCA_000317715.1*) as the reference genome, with N50 equal to 4.45, L50 of 3 and a total length of 32 Mb, GC content of 52.32% and gene count of 8,857. Among the predicted open reading frames, 8,479 (95.7%) had homologs in the nr/nt database, but only 3,007 (34.0%) and 6,593 (74.4%) could be assigned to identifiers from the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) databases, respectively. Furthermore, 796 proteins were predicted to have signal peptides by SignalP 5.0. The search of enzymes active on carbohydrates in DbCan2 (https://bcb.unl.edu/dbCAN2/) predicted 311 CAZYmes with several relatively abundant families ─GH3, GT2, GH18, AA1, AA9, GH5, GH16, AA3 and GH76─, 149 of which were predicted to be secreted and 34 to be transmembrane. Enzymes active on chitin and involved in cell wall remodeling were found ─15 genes─, belonging to chitin synthases families GH18 and GT2. The set of oxidoreductases involved in lignocellulose degradation ─53 genes─ were mainly represented by families AA9 (10) and AA1 (9), associated with the oxidation of crystalline cellulose and diphenols, respectively, and family AA3 (9) formed by aril alcohol and glucose oxidases, and cellobiose dehydrogenase. These data were within average of organisms from the same genus (https://mycocosm.jgi.doe.gov/OphpiCECT20416_2/OphpiCECT20416_2.home.html).

### Molecular response to QS induction with farnesol

The molecular response to QS induction with farnesol in *O. piceae* was investigated under conditions expected to prevent crosstalk with other pathways involved in morphological transition. In brief, GPP medium was inoculated with 10^5^ cells/mL and grown without inducer addition (control group) or adding 100 µM farnesol 24 h after inoculation. Samples collected 22, 47, and 68 h post-farnesol induction were used to determine mycelium dry weight and to extract RNA for transcriptomic assays, as well as intracellular and extracellular proteins for proteomics.

The data from this experiment confirmed that fungal morphology was largely influenced by the QS signal. The higher proportion of hyphae in the farnesol-induced cultures was confirmed both from the dry weight of mycelium in each condition and by the higher yeast percentage in the controls, revealed by turbidimetry and observed by microscopy (Fig. S1). At 22 h post induction, the cultures were in the early exponential growth phase and at 47 h in the mid-exponential phase, reaching the late exponential phase at 68 h (Fig. S2A).

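RNA was sequenced from cultures of O. piceae CECT 20416 in GPP, a minimal medium with glucose and proline, at 22, 47 and 68 h after the addition of 100 µM farnesol and at the same times in cultures without farnesol. There were 12 libraries, 6 control and 6 with farnesol, and each was a pool of culture samples. The spread between libraries of the same treatment and time is a spread between pools. Over the 6 libraries of a treatment, the spread also holds the differences between the sampling times. Whether pools of different times came from the same cultures is not given in the sources used here. The 6 libraries of a treatment may therefore not be independent units. For each library the authors deposited an estimated count and an FPKM value for 21153 transcript clusters. The rows are named as clusters and not by the gene identifiers of the genome annotation, and the files do not pair them, so the values below are given per cluster and no cluster is assigned to a gene of the paper. How the reads were grouped into clusters is not given in the sources used here. The total count per library ranged from 8653684 to 12223041 (median 9791380) in the controls and from 10209723 to 14130282 (median 11882916) with farnesol, with a mean of 11.01 M over all libraries. The paper's reported average is 12.5 M reads per sample, a measure of reads and not of counts assigned to clusters. Each file also carries a sample name, and for 8 of the 12 libraries the time or replicate in that name differs from the one on the sample label, while the treatment is the same in both. Results that compare the treatments over all 12 libraries do not rest on the time. Results at a given time are reported with the times of the sample labels and, beside them, with the times in the names written in the files. Counts were rounded to whole numbers, clusters with low counts were removed, libraries were scaled by TMM, and the treatments were compared with edgeR's quasi-likelihood test. A cluster was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1.5 in either direction.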

mRNA was sequenced in duplicates for control and farnesol-induced cultures, with an average count of 12.5 million reads per sample. 89.1% of the sequences were aligned to the reference genome, and 88.8% of them were unique and distinct alignments. Sample duplicates showed good correlation, clustering in a principal component analysis (PCA) (data not shown). 

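Libraries that share treatment and time by the names written in the files were the more similar ones. The Pearson correlation of log2 CPM across clusters was between 0.963 and 0.974 for 5 of these 6 pairs, and 0.903 for the pair of farnesol libraries named for 47 h. Across the other 24 pairs of libraries of the same treatment it was between 0.891 and 0.947. With the sample labels, the 6 duplicate pairs had correlations between 0.891 and 0.944, with a mean of 0.922, against a mean of 0.933 over the other 24 pairs. The library most similar to each library within its treatment was its duplicate by the name in the file for 10 of the 12 libraries, and its duplicate by the label for 0 of the 12. Among the 225 ways of pairing the libraries within each treatment, the pairing of the file names had the highest mean correlation (one-sided exact permutation test, p = 0.00444, the smallest p that 225 pairings allow), while 200 pairings had a mean at least as high as that of the labels. The correlations are across clusters, which are not independent replicates. The first principal component held 38% of the variance and the second 15.4%. On the first component the control libraries named for 22 h lay at -11.09 and -9.94, those named for 47 h at 48.66 and 45.01, and those named for 68 h at 72.98 and 71.11. The farnesol libraries lay between -59.61 and -3.79 on that component. No duplicate pair, by either naming, differed by as little as sampling noise, with at least 5.08 for chi-square per degree of freedom over the 30 pairs of the same treatment.

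**Figure D1:**
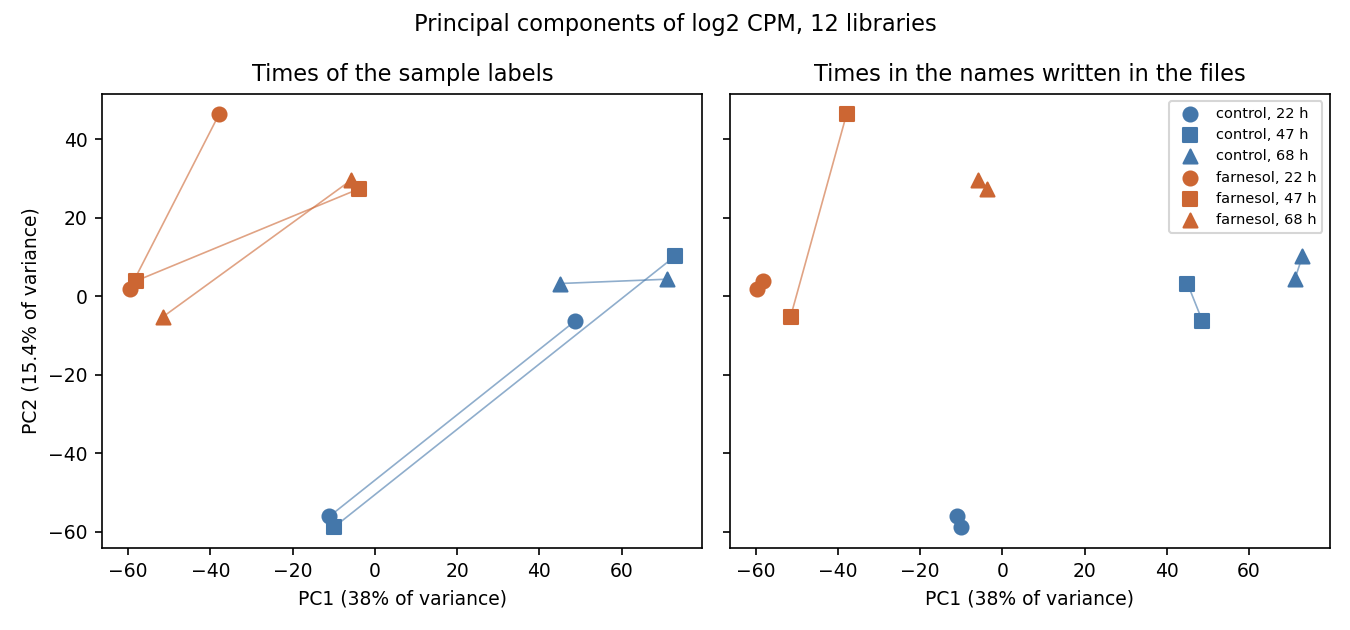
First 2 principal components of log2 CPM for the 12 libraries, with treatment as color and time as symbol, taken from the sample labels on the left and from the names written in the files on the right. Lines join the 2 libraries of a treatment and time, and the controls named for 22 h in the files sit at -11.09 and -9.94 on PC1.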

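Over all libraries, 239 clusters were higher with farnesol and 119 were lower, of 10432 tested. The largest increase was in Cluster-1261.1126, at 780 ± 658 CPM (SD, n = 6) with farnesol and 0.47 ± 0.117 CPM (SD, n = 6) in the controls, a log2 fold change of 10.66 (standard error 0.82, adjusted p = 1.6e-05 from edgeR's quasi-likelihood test). By the times written in the files, its farnesol libraries stood at 1570 and 1600 CPM at 22 h and 451 and 732 CPM at 47 h. At 68 h they stood at 170 and 157 CPM, so with these times the SD also holds differences between times. Cluster-1261.1101 had no count in any of the 6 control libraries and 4.94 ± 3.04 CPM (SD, n = 6) with farnesol, which is at least 100-fold higher against a floor of 3 counts over the control group (adjusted p = 0.00151 from edgeR's quasi-likelihood test, and 0.193 with Bonferroni adjustment). The largest decrease was in Cluster-1261.7840, from 759 ± 286 CPM (SD, n = 6) in the controls to 9.32 ± 8.76 CPM (SD, n = 6) with farnesol, a log2 fold change of -6.35 (standard error 0.55, adjusted p = 4.74e-05 from edgeR's quasi-likelihood test). Cluster-1261.7096 fell from 15.7 ± 9.87 to 0.341 ± 0.319 CPM (SD, n = 6 each), a log2 fold change of -5.51 (standard error 0.67, adjusted p = 0.000349 from edgeR's quasi-likelihood test). This cluster is short, with an effective length of 33 nt derived from the deposited counts and FPKM. It had 1 to 10 counts in the farnesol libraries and 44 to 280 in the controls. The rule that named these 4 clusters asked for every farnesol library on one side of every control library. Of all called clusters, 170 of the 239 higher and 88 of the 119 lower ones had such a separation. Chance gives it to 0.22% of clusters for 6 independent libraries against 6 when none are selected. The called clusters were selected by a test on the same libraries. Higher clusters made up 66.8% of the calls. DESeq2 called 444 clusters higher and 203 lower at the same thresholds, and Bonferroni adjustment of the edgeR p-values left 32 and 20.

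**Figure D2:**
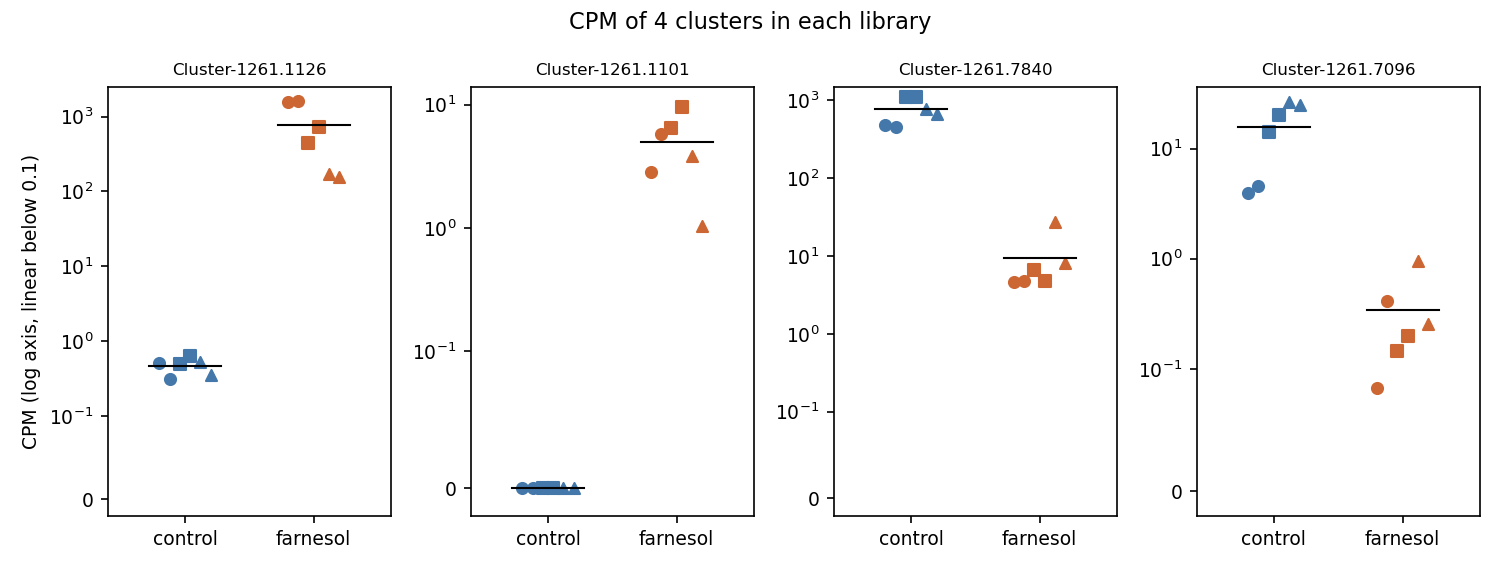
CPM of the 4 clusters in each of the 12 libraries on a log axis that is linear below 0.1, with circles, squares and triangles for libraries named for 22, 47 and 68 h in the files and a line at the mean of 6 libraries. The farnesol libraries of Cluster-1261.1126 have a mean of 780 CPM and its controls a mean of 0.47 CPM.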

Genes overexpressed (*P*adj < 0.05 and log_2_FC > 1.5) were more numerous at every timepoint than underexpressed genes (*P*adj < 0.05 and log_2_FC < −1.5). As shown in the Venn Diagram (Fig. 2A), 595 genes were found to be upregulated in cultures with farnesol at any time point, while 203 were downregulated. 

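With the times written in the files, 975 clusters were higher with farnesol at 1 or more of the 3 times and 614 were lower, of 11938 tested with edgeR. Of these, 15 were higher at one time and lower at another. Without farnesol 47 h replicate 1 or replicate 2, as named in the files, the counts of higher and of lower clusters at any time both rose. With the times of the sample labels, 3 clusters were higher at any time and 1 was lower, and DESeq2 called 263 and 159 with the same label times. With Bonferroni adjustment, the edgeR counts at the times written in the files were 214 and 135.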

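With the times written in the files, edgeR called 282 clusters higher and 224 lower at 22 h, 568 higher and 425 lower at 47 h, and 548 higher and 170 lower at 68 h. The share of higher clusters among the calls was 55.7% at 22 h, 57.2% at 47 h and 76.3% at 68 h. With the times of the sample labels, edgeR called 3 higher and 1 lower at 22 h, 3 higher and 0 lower at 47 h, and 1 higher and 0 lower at 68 h. At an unadjusted p under 0.05 these label comparisons held 1200, 754 and 1257 of 11938 clusters in either direction, where chance alone gives a share of 0.05. DESeq2 with label times called 117 higher and 113 lower at 22 h, 79 and 53 at 47 h, and 181 and 72 at 68 h. The biological coefficient of variation between duplicates was 0.263 with the times of the files and 0.455 with those of the labels. Fitted to the 4 libraries of each time of the files alone, edgeR called 454 higher and 285 lower at 22 h, 123 and 99 at 47 h, and 642 and 226 at 68 h. In these fits 47 h had the fewest calls, while it had the most with the spread shared over all groups. The fit at 47 h rests on the spread of a farnesol pair with a correlation of 0.903, the lowest of the duplicate pairs by the names in the files. With 2 libraries per group, single libraries moved several of the counts at the times of the files. Without control 22 h replicate 1 or 2, as named in the files, 166 and 163 clusters were higher and 165 and 162 lower at 22 h. Without farnesol 22 h replicate 1 these counts were 166 higher and 151 lower, and without farnesol 22 h replicate 2 lower clusters were the more numerous, at 156 higher and 173 lower. Lower clusters were also the more numerous at 22 h with Bonferroni adjustment, at 59 higher and 64 lower, and at 47 h without farnesol 47 h replicate 2. The farnesol library then left at 47 h, replicate 1, had no count for 27.8% of the clusters, the highest share of all libraries. Without replicate 1 instead, higher clusters were the more numerous at 47 h. At the times of the files, leaving out farnesol 68 h replicate 2 or control 68 h replicate 2 also moved counts at 68 h. With label times, leaving out the library labelled farnesol 22 h replicate 1 moved the counts at 22 h.

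**Figure D3:**
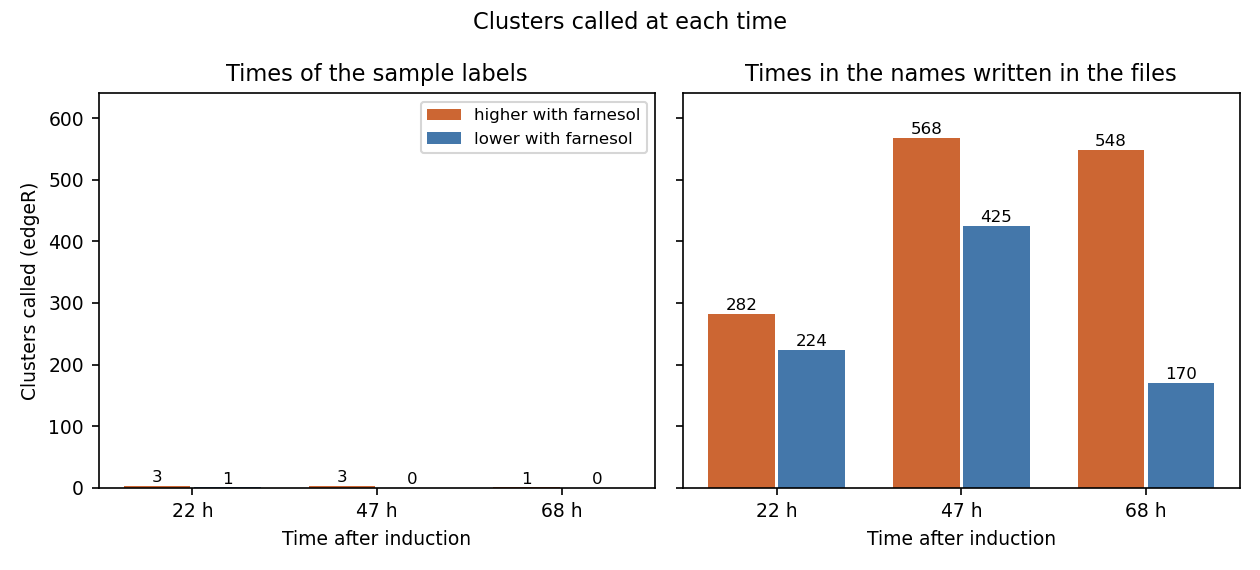
Number of clusters called by edgeR as higher or lower with farnesol at 22, 47 and 68 h after induction, by the sample labels on the left and by the names written in the files on the right. At 47 h the bars stand at 3 and 0 on the left and at 568 and 425 on the right.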

Although differences in transcription are apparent at 22 h, with 190 over- and 121 under-transcribed genes, major differences occurred at 47 h, with 362 genes upregulated and 108 repressed. Together with treatment-dependent responses, time dependency is also evident, given that only 43 genes were upregulated at the three sampling points.

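At the times written in the files, 80 clusters were higher with farnesol at all 3 times, where independent lists of these sizes would share 0.62. The pair of 47 and 68 h shared 276 higher clusters, 22 and 47 h shared 129, and 22 and 68 h shared 98. A further 135 clusters were higher at 22 h alone, 243 at 47 h alone and 254 at 68 h alone. Among lower clusters, 50 were shared by all 3 times, and 281 of the 425 at 47 h were lower at that time alone. A call at one time and not at another does not show a difference, so the treatment by time terms were tested in edgeR, and the effect of farnesol differed between times for 1985 of 11938 clusters at an adjusted p under 0.05. Of the 1574 clusters called at any time, 743 were among these, as were 17 of the 80 raised at every time. By the names in the files, the count of 1985 was 4511 without farnesol 47 h replicate 1, 4277 without farnesol 47 h replicate 2, and between 924 and 1263 without any 1 of the 4 libraries of 22 h, either farnesol library of 68 h, control 47 h replicate 2 or control 68 h replicate 2. Without any 1 of the 4 libraries of 22 h, 49 to 53 clusters were higher at all 3 times. With the times of the sample labels, 1 cluster was higher at every time by edgeR and 35 by DESeq2. An effect that differed between times was called for 0 by edgeR and 7 by DESeq2. For that difference 152 clusters had an unadjusted p under 0.05 from edgeR, below the share of 0.05 of the 11938 that chance alone gives. Bonferroni adjustment in edgeR left 13 of the clusters tested at the times of the files as higher at every time and 118 with an effect that differed. From the small number of genes raised at the 3 sampling points, the paper reasons that the response also depends on time.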

**Fig 2:**
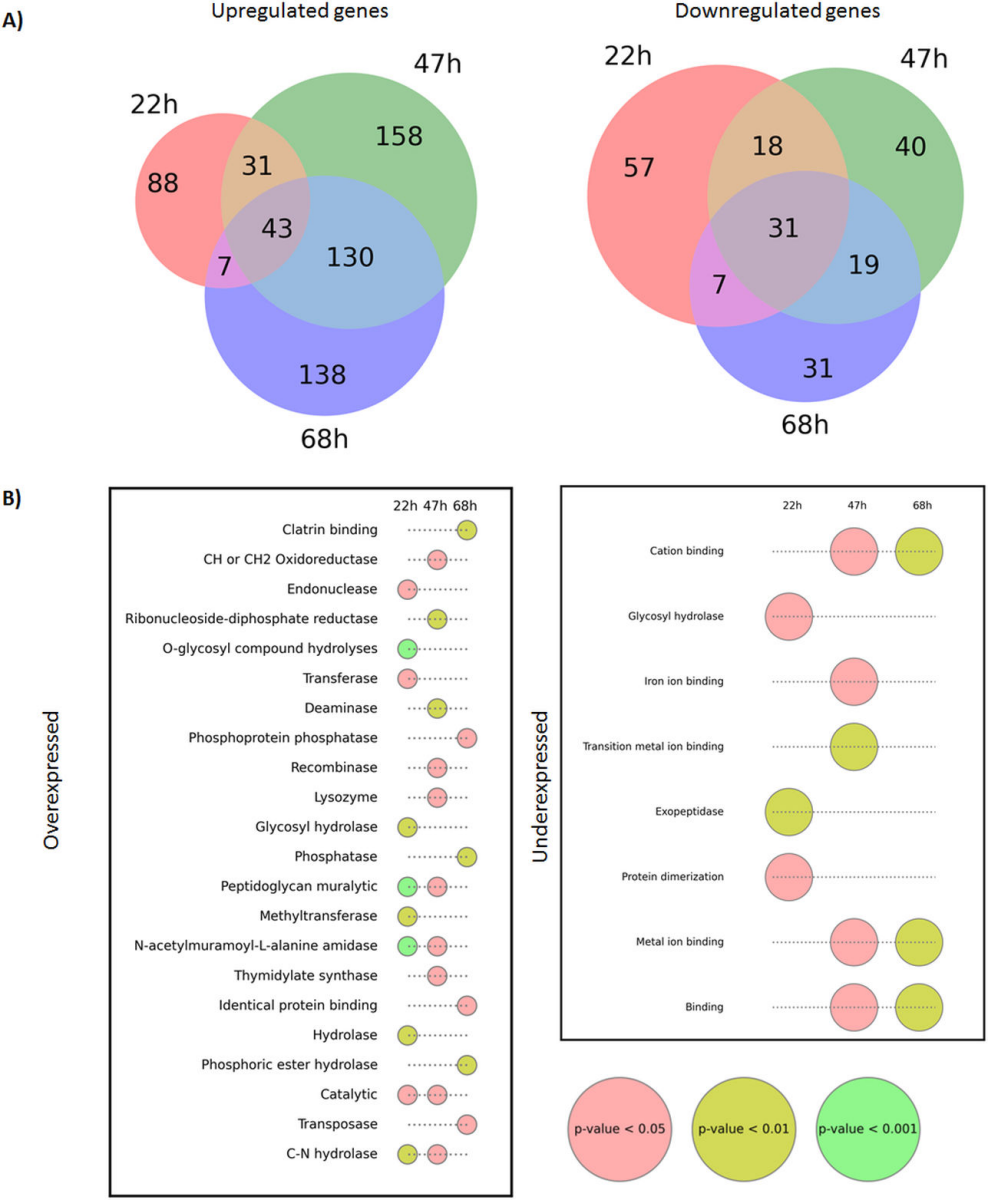
(A) Venn Diagrams of the number of genes found to be upregulated and downregulated after induction with farnesol. The criteria to consider a gene up- or downregulated were set at log_2_FC > 1.5 or log_2_FC < 1.5 and FDR *P*adj < 0.05. (B) Molecular functions ontologies (MF) significantly over-represented (*P*-value < 0.05) in the function enrichment analyses within the genes overexpressed (left panel) and the underexpressed (right panel). Gene sets are displayed as long as at least five genes belong to each ontology term. The dots represent an overrepresented MF for a given time point, and the color corresponds to the statistical significance of each ontology. A vacant circle represents that the MF is not over-represented for a given time point. (A) Venn Diagrams of the number of genes found to be upregulated and downregulated after induction with farnesol. The criteria to consider a gene up- or downregulated were set at log_2_FC > 1.5 or log_2_FC < 1.5 and FDR *P*adj < 0.05. (B) Molecular functions ontologies (MF) significantly over-represented (*P*­-value < 0.05) in the function enrichment analyses within the genes overexpressed (left panel) and the underexpressed (right panel). Gene sets are displayed as long as at least five genes belong to each ontology term. The dots represent an overrepresented MF for a given time point, and the color corresponds to the statistical significance of each ontology. A vacant circle represents that the MF is not over-represented for a given time point.

Analysis of the GO enrichment data showed overrepresented molecular functions among both the upregulated and downregulated set of genes (Fig. 2B). Among the over-transcribed, regulatory elements were found at every timepoint, negative regulators of signaling and cell communication at the early and late timepoints, and genes related to the catabolism of carbohydrate derivatives and peptidoglycans, response to stimulus and defense in the earliest sampling time (22 h). Amid the under-transcribed set of genes (*P* < 0.01), the overrepresented functions were associated to biosynthesis of organonitrogen compound and exopeptidase activity at any sampling time, metal ion binding at 47 and 68 h, and nitrogen compound metabolism at 68 h (Fig. 2B).

### Interpretation of transcriptomic data using self-organized maps

Self-organized maps (SOMs) are an excellent tool to provide an intuitive global view of massive transcriptomics data, clustering genes according to their expression patterns and to their function. The SOMs obtained from the RNAseq data of the 18 samples analyzed are depicted in Fig. S3. 

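Among the 20841 clusters with at least 1 count, the 2084 with the lowest mean log2 CPM had no more than 29 counts in total over the 12 libraries. None of the 2084 passed the filter on low counts, so 0 of them could be called in the comparison over all libraries. With no filter, edgeR called 280 clusters higher and 153 lower there, and how many of these were among the 2084 was not counted. Among the clusters that were tested, the lowest 10% by mean CPM held 1043 clusters with a mean between 0.663 and 2.03 CPM. Of these, 48, or 4.6%, were called as higher or lower with farnesol over all libraries, against 3.43% of all tested clusters.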

Significant differences between treatments or timepoints were not observed for the genes with the lowest transcription levels, clustered in the top left corner of each SOMs. Furthermore, most of their products were not detected by proteomics. Similarly, no substantial variations were observed in the expression profile of most of the highly transcribed nodes, located in the upper right corner of the SOM plots. 

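The 2084 clusters with the highest mean log2 CPM took 76.1% of all counts. Of these, 18 were higher and 15 were lower with farnesol over all libraries, which is 1.58% of them, and 98.4% were not called. At an adjusted p under 0.05 from edgeR alone, with no limit on the fold change, 143 were higher and 115 were lower, or 12.4%. Ranked by mean CPM instead, the highest 10% of the tested clusters held 1043 clusters from 188 CPM, and 34 of them, or 3.26%, were called. Of all tested clusters, 3.43% were called over all libraries. Calls at each time were not counted among the most abundant clusters.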

Slightly higher expression in induced samples can be observed in nodes 416 (at 22 and 47 h) and 419 (at 68 h), while it was reduced in nodes 357 and 378 at 47 h. However, the most relevant nodes, those displaying differential treatment-dependent transcription profiles across timepoints, cluster together at the upper center and center of SOM, node clusters vertex V409-V410-V411-V412-V389-V390 (C1) and V301-V302-V303-V290-V281-V282-V261-V262 (C2), which show higher levels of transcript under treatment, and clusters V48-V22-V1 (C3) and V20-V21-V42 (C4), which show the opposite behavior. Apart from these clear clusters, some other isolated nodes with differential transcription were detected.

Across C1, node V411 gets most of the attention, as the differential transcription of this node between treatments is over 64 times higher when treated with farnesol, with surrounding nodes mimicking this behavior, although in a less pronounced way. 

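Over all libraries, 9 clusters had a log2 fold change above 6, that is over 64-fold, at an adjusted p under 0.05 from edgeR. Their mean level over the 12 libraries ran from 1.73 to 390 CPM. In 3 of the 9 the 6 controls held 1 to 3 counts in total. In 2 others no control library had a count, and against a floor of 3 counts over the control group both were still over 64-fold higher. For Cluster-1261.1126 the log2 fold change at the times written in the files was 11.83 at 22 h (standard error 0.36, adjusted p = 9e-07 from edgeR's quasi-likelihood test), 9.90 at 47 h and 8.50 at 68 h, and its effect differed between times (adjusted p = 0.0311 for the treatment by time terms in edgeR). With the times of the sample labels it was 10.93, 10.95 and 9.71, the adjusted p from edgeR was 0.0631, 0.118 and 0.101, and no difference between times was called (adjusted p = 1 from edgeR). At the times of the files, fitted values above 64-fold were called for 28 clusters at 22 h, 38 at 47 h and 51 at 68 h. No count was found in either control library for 21, 31 and 42 of these, and against the floor of 3 counts only 1, 0 and 3 of them were over 64-fold. With label times, fitted values above 64-fold were called for 2 clusters at 22 h, 0 at 47 h and 0 at 68 h by edgeR. By DESeq2 they were called for 31, 19 and 40. At 47 and 68 h, 754 and 1257 of 11938 clusters had an unadjusted p under 0.05 from edgeR at any fold change. Chance alone gives a share of 0.05. Clusters over 16-fold higher, a fitted log2 fold change above 4, numbered 33 over all libraries, and 65, 100 and 106 at the 3 times of the files. At the times of the sample labels there were 3, 3 and 1. The counts over 16-fold include the fitted values above 64-fold, and the floor of 3 counts was not applied to them. Which clusters belong to a node of the map is not given in the sources used here.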

Proteomics confirmed that proteins from this node could not be detected in the untreated samples, while for the surrounding nodes, some proteins were found under all conditions. Cluster C1 displayed time-dependent transcription for some nodes, but with a clear upregulation under treatment: transcription levels were up to 16 times higher under farnesol treatment.

Clusters C3 and C4 displayed lower transcription levels under treatment and with some time-dependent differences. For example, nodes V1 and V48 only show a small treatment-dependent variation at 47 and 68 h while that difference is more than double at the initial time point.

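Of the 224 clusters lower with farnesol at 22 h by the times written in the files, 92 had less than 0.5 of that log2 change at both 47 and 68 h. Over the 224, the treatment by time terms had an adjusted p under 0.05 from edgeR for 118, and over the 1574 clusters called at any time for 743. Both sets were selected by their effect in the same libraries, so these counts do not test a pattern. For Cluster-1261.7840 the log2 fold change was -6.64 at 22 h, -7.66 at 47 h and -5.38 at 68 h (standard errors 0.51, 0.53 and 0.47) by the times of the files, and -7.17, -5.29 and -7.14 by the sample labels, so the order of the times turns with the naming. No difference between times was called by either (adjusted p = 0.0659 and 1 from edgeR). The order also turned for Cluster-1261.7096, at -4.05, -6.70 and -5.43 by the times of the files and -6.21, -4.53 and -6.62 by the labels (adjusted p = 0.202 and 1 from edgeR for a difference between times). With the times of the sample labels, 1 cluster was lower at 22 h.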

### *Modeling of the adenylate cyclase of O. piceae* and *in silico docking of QSMs*

Adenylate cyclase plays a crucial role in the response to farnesol (4, 17), but the structural traits of Cyr1 from *O. piceae* are unknown. Considering that its amino acid sequence differs from that of *C. albicans*, the Cyr1 from *O. piceae* was modeled using the Swissprot server (Fig. S4). According to the model, the regulatory region contains a Rec receiver domain (Ras-associating domain), a GAF small molecule-binding domain (Leu-rich-repeat receptor), a HisK, histidine kinase domain (protein phosphatase), and a catalytic domain (Fig. S4A). *In silico* docking experiments of Cyr1 with farnesol and 3-oxo-C12-HSL (Fig. S4B and C) suggested that these QSMs interact with the catalytic domain.

## DISCUSSION

*Quorum sensing* is one of the main mechanisms used in nature to promote the coordinated response of microbial communities to certain stimuli. These processes have been studied in detail in prokaryotes, but among the fungal kingdom, most information refers to *C. albicans* due to its clinical relevance. The QS signals involved in the morphological transition in this microorganism and the most important signaling cascades that they activate are fairly well known (5, 27, 33), but little is known about what occurs in other fungi and yeasts. We are interested in the molecular components involved in the QS response to farnesol in *O. piceae* CECT 20416, and very especially in the transcriptional events related to yeast-to-hypha transition, which is essential for enhanced secretion of relevant enzymes and formation of biofilm (27, 29). *E,E*-farnesol promotes filamentation in this dimorphic fungus through QS mechanisms, enhancing the production of OPE, an extracellular versatile lipase, and the adhesion to solid surfaces (27) suggested that the transcriptional repressor Tup1 might mediate signal transduction, as well as the impact of the inoculum density on yeast or hyphal growth. Based on these findings, we undertook a study on the actors involved in the morphological transition in *O. piceae* and in the transcriptional regulation of the process.

The discussion that follows below involves a description of the main changes in gene expression/protein abundance that we detected by proteomics and transcriptomics. While some of these data are highly suggestive and consistent with previous work in *Candida albicans*, the conclusions should be buttressed by RT-PCR experiments to confirm changes in transcription of genes that we hypothesize are critical for the response to farnesol and by targeted deletion of a selected set of genes to confirm that they are physiologically involved in the QS response.

### Growth and morphology

The optimal culture conditions to study these events demonstrated that *O. piceae* CECT 20416 grows primarily as yeast when inoculated at low cell density in GPP, a minimal medium with glucose and proline as C and N sources, respectively (Fig. 1). Under these conditions, farnesol is not produced and accumulated and, therefore, there is no crosstalk between the QS molecule and other inducers of morphological transition. The influence of the nitrogen source on yeast-to-hyphae transition agrees with the induction observed using arginine, asparagine, or ammonium in other *Ophiostoma* species (31, 35). Regarding the inoculum, cultures inoculated with a low microbial density and later treated with farnesol produced more hyphae and extracellular esterase activity than untreated ones, mimicking the effect of inoculation with high cell densities, which agrees with previous results (27, 29). In addition, farnesol accumulated in the culture supernatants was only detectable in cultures inoculated with 10^6^ and 5 × 10^6^ cells/mL (Table 1). Apart from this, electron microscopy confirmed that the yeasts’ size was larger if the medium was inoculated with high cell densities (Fig. S1), which is reasonable since the yeast initiate the formation of the germ tube when transitioning to hyphae (30).

### Molecular response to induction of QS by farnesol

The effects of farnesol addition on gene transcription and expression in early, mid, and late stages of the exponential phase of cultures in GPP medium were studied by omics techniques. 

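Clusters called as higher or lower with farnesol at 1 or more times numbered 1574 with the times written in the files, which is 13.2% of the 11938 clusters tested with edgeR and 7.44% of the 21153 in the files. With the times of the sample labels there were 4, or 0.0335% of those tested, by edgeR, and 420 by DESeq2, of which 416 were among the 11938, or 3.48%. Over all libraries without regard to time, 358 of 10432 clusters, or 3.43%, were called, and 1210 had an adjusted p under 0.05 from edgeR at any fold change, 722 of them higher and 488 lower. A cluster is not a gene of the annotation, so these shares have another denominator than the predicted genes.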

Up- or downregulated genes accounted for 9.4% of all predicted genes in the genome indicating a global response. To elucidate the farnesol signaling mechanism in *O. piceae,* we relied on the information described for *C. albicans* (36, 37) and searched for protein homologs. Most of the components of the HOG MAPK pathway were identified since kinases are highly conserved across genera. The enzymes involved in the Ras1-Cyr1/cAMP-PKA cascade are also conserved, except for Cyr1 adenylate cyclase (g6596) that in *O. piceae* is composed of 2,400 amino acids, 700 more than in *C. albicans*.

Given this large sequence difference, we built the model of the Cyr1 protein from *O. piceae* to compare its structure with that of *C. albicans* (38). Of the four domains identified (Fig. S4), the regulatory regions present the highest differences with *C. albicans* Cyr1, while the catalytic domain shows the highest sequence homology. In *C. albicans,* this domain can directly bind farnesol and other QS molecules such as the bacterial *n*-acyl-homoserine lactones, which control the catalytic activity (4). The 3D structural models of the catalytic domain from *O. piceae* suggest that it acts as a dimer, and molecular docking indicated that this dimer can bind farnesol and the bacterial QS molecule 3-oxo-C12-HSL (Fig S4B and C). As shown by other authors, a conformational change of Cyr1, depending on the signals, plausibly determines the activation or repression effect (4, 39, 40). Structural differences between Cyr1 in *C. albicans* and *O. piceae* might be the cause of the different mode of action of farnesol if both organisms.

On the other hand, the homology of the genes encoding the transcription factors from *C. albicans: cph1* (g7038), *cph2* (g6492), *tec1* (g6388), *efg1* (g1146), *czf1* (g4040), *rfg1* (g2405), and *nrg1* (g5887), which have a role in the farnesol signal transduction was studied, and the expression of the homologous genes in *O. piceae* CECT 20416 analyzed. Some of them showed time and treatment-dependent transcription differences; however, no significant differences were observed for *ras1* (g7886, g5725, g8145), *cyr1* (g6596), or protein kinases pka (g2527), tpk1 (g7253), tpk2 (g7928), *ste11* (g3465), *hst7* (g1934), or *cek1* (g8391). One hypothesis to explain why there are not significant changes in the expression of these genes is the regulation that may occur at the posttranslational level.

In *C. albicans*, farnesol inhibits Nrg1 degradation blocking the cAMP-PKA pathway, which, in turn, upregulates *tup1* that inhibits filamentation (41). In induced cultures of *O. piceae*, transcription of the *nrg1* repressor is downregulated while that of the *tup1* repressor remains constant. Furthermore, *efg1* and *czf1*, which promote transcription of hyphal-specific genes, are upregulated at 22 and 47 h, while in *C. albicans,* they are unaffected by farnesol. This may be sufficient to overcome the repressive effect of *rfg1* at every timepoint.

Finally, no farnesol import-export mechanisms have been described so far in fungi (4, 42, 43). In *O. piceae,* we have identified an ABC-2 type transporter (g7502) with high homology with several ABC transporters and more specifically with a human sterol transporter ABCG5/ABCG8 (44). The transcript coding for this protein is the highest overexpressed in farnesol cultures at all sampling times ─ log_2_FC greater than 8 for all time points ─ and the protein is also overrepresented in the proteome analysis. This makes g7502 a potential target to gain insight into the farnesol transport in fungi.

### Global metabolic changes

The addition of farnesol to *O. piceae* cultures is expected to result in changes that might affect central as well as secondary-metabolism pathways. Data analysis showed that deregulation of metabolism induced by farnesol is centered around three functional clusters: lipid, carbohydrate, and secondary metabolic pathways. Metabolic genes are ubiquitous in SOM, but they seem to be more prevalent in nodes upregulated under farnesol induction. The genes associated with lipid metabolism are mainly clustered around node V218, while those involved in carbohydrate catabolism are closer to V28 and V8.

With minor time-dependent differences, lipid metabolism is upregulated throughout the exponential phase of growth, especially at 22 h. Higher transcription levels were detected for oxoacyl carrier protein reductase (g3969 [V10]), malonyl-acyl carrier protein transacylase (g5427 [V165]), acyl-dihydroxyacetone phosphate reductase (g5161 [V76]), long chain fatty acyl-CoA ligase (g2484 [V218]), bifunctional p-450 NADPH-p-450 reductase (g5228 [V218]), 3-ketoacyl thiolase (g6916 [V174]), and a peroxisomal dehydrogenase-hydratase-epimerase (g8122 [V218]). Likewise, some genes that code for proteins involved in glycerol metabolism like glycerol-3-phosphatase (g3083 [V217]), dihydroxyacetone kinase (g218 [V217]), and phosphoglycerate mutase (g1308 [V29]) are also upregulated. In this sense, glycerol accumulation is related with specific responses to oxidative stress described for *C. albicans* (45).

Regarding carbohydrate metabolism, upregulation affects post-glycolytic enzymes such as aldehyde dehydrogenase (g8804 [V76]) and NADP-alcohol dehydrogenase (g656 [V28]) but also xylose dehydrogenase (g2503 [V28]), a hexose transporter (g6009), a transaldolase (g1772 [V8]) are upregulated.

As for secondary metabolism, melanin biosynthesis is the highest upregulated cluster. Given the likely protective activity of melanin, upregulation of these genes will be discussed further in section 3.7.

### Protection against oxidative stress

Farnesol is known to produce oxidative stress in *Candida* species (37, 46) and other fungi (36, 47). However, this effect is highly dependent on concentration and may induce ROS formation and apoptosis in *C. albicans* and other fungal pathogens, such as *Penicillium expansum* and *Aspergillus nidulans* (48, 49), while at low concentrations, farnesol activates the catalase-encoding gene (*cat1*) resulting in a ROS-protective effect (49, 50). In general, the origin of such an increase in ROS is not completely clear, as it might be attributed directly to farnesol or triggered by an increased metabolic rate (49).

Independently of the causative agent, a strong response to ROS has been observed in *O. piceae*. Glutathione and glutathione-dependent enzymes involved in the defense against oxidative stress and ROS degradation are differentially transcribed, the genes of glutathione *S*-transferases are ubiquitously upregulated (g3725 [V57], g3008 [V118]), and those of glutathione peroxidase (g493 [V110]) are upregulated during the early response. On the other hand, the degradation of superoxide anions requires their breakdown into hydrogen peroxide and oxygen (catalyzed by superoxide dismutase) before the intervention of peroxidase, in *O. piceae* the superoxide dismutase (g1708 [V379]) displayed transcriptional changes upon treatment, being heavily downregulated. This was corroborated by the proteomic analysis where the protein coded by g1708 is underrepresented at every sampling point in the farnesol-induced cultures. Contrarily, the peroxidase-catalase (g3481 [V39]), enzymes involved in aldehyde-detoxification dependent and independent on glutathione (g6535 [V8], g6352 [V31]) are upregulated in farnesol-induced cultures. All these findings suggest that farnesol does not promote the formation of superoxide anions, but it seems to increase production of other oxygen reactive species given the observed buffering response.

### Farnesol biosynthetic pathway

Since QS molecules are autoinducers (1), it is expected an upregulation of the farnesol biosynthetic pathway upon induction with farnesol. In most fungi, terpenoids are synthesized through the mevalonate pathway using acetyl-CoA as a precursor. In this case, the coding genes of enzymes involved in terpenoids synthesis, like diphosphomevalonate descarboxylase (g6105 [V281]), isopentenyl diphosphate isomerase (g2045 [V259]), and farnesyl pyrophosphate synthase (g3640 [V237]), mapped closely in SOM and did not display significant differences in their transcription patterns. However, the gene encoding the geranyl pyrophosphate synthetase (g1524 [V139]) is significantly upregulated for the two later time points. In the case of enzymes downstream the farnesyl pyrophosphate, as farnesyl transferases (g2414 [V323], g6269), squalene synthase (g1783 [V258]) and squalene monooxygenase (g2694 [V47]) we could not detect significant changes in gene expression. In this sense, it has been reported previously in *C. albicans* that transcription levels cannot account for treatment-dependent variations of farnesol biosynthesis (51)*,* suggesting that regulation is driven by the concentrations of the precursors that would likely be increased as a consequence of upregulating fatty acid and glycerol metabolism.

### Plasma membrane and cell wall remodeling

In the GO term analyses, it is shown that the components of membranes are enriched for all upregulated and repressed gene clusters at every time point (Fig. 2), highlighting the importance of this compartment. Cell-membrane variations were expected as morphological transition was already observable 22 h after inoculation. Together with cell membrane, cell wall was also expected to vary as a result of changes in ergosterol, chitin, β1–3 and β1–6 glucans biosynthesis (52).

Regarding enzymes active on polysaccharides, five genes were found coding for GT2 family enzymes, glycosyl transferases and chitin synthases, to be significantly upregulated at 47 h (g7552 [V165], g1153 [V75], g1052 [V15], g1236 [V77], g1235 [V76]), as well as five genes coding for enzymes of families GH76, GH16, GH72, GH76, and GT32 (g3926 [V78], g7551 [V138], g4683 [V78], g7637 [V197]). Downregulated gene coding for enzymes active on carbohydrates was not so common, only a GH16 (g3810[V379]), a glucan binding protein (g8168 [V399]), and an oxidase (g4409 [V106]) were undertranscribed for early timepoints, and a GH76 (g8566 [V410]) and arabinofuranosidase (g4864 [V21]) for later time points.

Morphological transition also needs of other changes related to transporters or anchor proteins. We found genes coding for adhesins to be upregulated for every time point with peak expression after 47 h (g4077 [V38], g6709 [V38], g3737 [V38]). These adhesins may be directly involved in biofilm formation, as farnesol has been previously reported to promote biofilms formation (29). Regarding the regulation of ABC transporters, some genes coding for these proteins are upregulated at the earliest time point (g5535 [V162], g7720 [V182]) in what appears to be a protective mechanism against farnesol, while others are upregulated in all sampling points (g7502 [V79], g499 [V29], g6797 [V27]). On the other hand, genes coding for proteins conferring drug resistance such as major facilitator superfamily transporters (MFS) (g7322 [V23], g6509 [V400], g4710 [V399], g3586 [V21]) or metal transporters (g1084 [V106], g2172 [V232], g7542 [V401], g4789 [V415], g7362) are mostly repressed in farnesol-treated cultures. The proteomics data confirmed this trait for the metal transporters with higher levels of transcripts, g1084 and g2172.

### Melanin biosynthesis upregulation

Melanin is a chemically diverse amorphous polymeric pigment that confers protection against environmental stresses such as ultraviolet and ionizing radiations, as well as against oxidizing agents. The genes identified in *O. piceae* encoding proteins involved in melanin biosynthesis were from the polyketide synthase pathway, the most common in Ascomycetes (53). It is especially relevant that all the genes involved in the biosynthetic process were upregulated, not only those mediating transformations of 1,3,6,8-tetrahydroxynaphthalene but also those responsible for precursor biosynthesis. Genes involved in naphthalene radical’s transformation: scytalone reductase (g627 [V10]), dihydroxynaftalene reductase (g3969 [V10]), and scytalone dehydratase (g3389 [V10]), coexpresed and mapped together in SOM node v10, were upregulated for every timepoint, and their gene products could only be detected in farnesol-induced cultures. Furthermore, several genes coding for upstream enzymes with the ability to shift equilibrium toward acetyl-CoA such as aldehyde dehydrogenase (g8804 [V76]), NADP-alcohol dehydrogenase (g656 [V28]) or long chain fatty acyl-CoA ligase (g2484 [V218]) showed upregulation compared to control cultures. The strong induction of this functional cluster in the early exponential phase (47 h) reveals the effect of farnesol on melanin biosynthesis at the transcriptional level.

All these results together, analyzing the molecular components of the QS system in *O. piceae* CECT 20416 suggest the main physiological adaptations caused by the presence of the autoinducer farnesol, such as cell wall remodeling, ROS protection, and melanin biosynthesis, as well as key genes involved in farnesol transport and signaling. These predictions can be useful for biotechnological applications and could be extrapolated to clinically relevant fungi phylogenetically related to Ophiostoma.

## MATERIALS AND METHODS

### Strain and growth conditions

*O. piceae* CECT 20416 was grown on solid potato-dextrose agar medium at 28°C for maintenance. Experiments were carried out in liquid minimal medium at 28°C and 180 rpm. The phosphate minimal medium contained glucose or sucrose as carbon source, and proline or arginine as nitrogen source. According to their components, the media were denominated GPP (with glucose and proline), SPP (sucrose and proline), GPR (glucose and arginine), and SPR (sucrose and arginine). The media contained 20 g/L glucose or sucrose, 1.15 g/L L-proline or L-arginine, 200 µg/L thiamine·HCl, 200 µg/L pyridoxine, 20 µg/L biotin, 100 µg/L CaCl·2H_2_O, 500 µg/L H_3_BO_3_, 400 µg/L ZnSO_4_·7H_2_O, 400 µg/L MnSO_4_·7H_2_O, 200 µg/L Na_2_MoO4·2H_2_O, 200 µg/L FeCl_3_·7H_2_O, 40 µg/L CuSO_4_·5H_2_O, 4 g/L H_2_PO_4_, 3.2 g/L Na_2_HPO_4_, and 0.5 g/L MgSO_4_·7H_2_O [derived from (54)].

First, 3-day-old pre-cultures in GPP medium were used to inoculate the different liquid media. Cultures were filtered through Miracloth (EMD Millipore) to remove hyphae, recovering the yeasts in the flow-through and centrifugating at 13,000 × *g* for 5 min. The pellet was washed (2×) and resuspended in 50 mM phosphate buffer. The number of yeasts per milliliter of inoculum was calculated using a Thoma counting chamber under the microscope. For the experiments, 18 biological replicates were used both for control cultures and for induction with farnesol. Groups of six biological replicates were pooled together to give three technical replicates that were individually analyzed. Erlenmeyer flasks (250 mL) with 50 mL of medium were inoculated with 10^5^ to 5 × 10^6^ cells/mL. In the treatments with farnesol, a final concentration of 100 µM of (*E,E*)-farnesol (Sigma 277541) was added to 24 h cultures. Flasks without added farnesol were used as controls. Samples were taken at different time points depending on the experiment.

### Morphology and growth evaluation

Culture morphology was determined counting yeast and hyphae cells under an Axioskop 2 microscope (Zeiss). As above, 18 biological replicates were used both for control cultures and for induction with farnesol. Groups of six biological replicates were pooled together to give three technical replicates that were individually analyzed. Three visual fields of the samples were examined with a 40× objective and the yeast/hypha ratio calculated (55). In selected samples, a more detailed study was carried out using scanning electron microscopy. In this case, the cultures were filtered through sterile Fluoropore filters (EMD Millipore, FGLP01300) and fixed in 2.5% (vol/vol) glutaraldehyde for 4 h at 4°C; then, the filters were dried by successive incubations in 30%, 50%, 70%, 80%, 90%, and 100% (vol/vol) ethanol for 10 min each and subjected to a CO_2_ critical point treatment. Finally, the samples were metalized with gold and analyzed in a JEOL 6400 JSM microscope with an accelerating voltage of 20 kV at the National Centre for Electronic Microscopy (CNME, Madrid, Spain).

The dry weight of the mycelium in 24 h cultures was calculated by drying the material retained at 55°C for 24 h in a pre-weighed Miracloth filter. The turbidity of the cultures after filtration (OD_600nm_) was evaluated in a Shimadzu UV-160 spectrophotometer.

### Esterase activity assay

As explained before, the three technical replicates obtained from 18 biological replicates were individually analyzed. Generic esterase and lipase activities were assayed spectrophotometrically by quantification of the *p*-nitrophenol (ε410 15,200 M^−1^ cm^−1^) release from *p*-nitrophenyl butyrate (*p*NPB) in 25 mM Tris-HCl buffer, pH 7.2 (27). One unit of activity was defined as the amount of enzyme hydrolyzing 1 mol of substrate per minute under these conditions. Protein concentration was determined by the method of Bradford (Bio-Rad protein assay) using serum albumin as a standard.

### Farnesol quantitation in liquid culture

The three technical replicates were individually analyzed. Farnesol concentration was quantified by extracting 5 mL of culture media supernatants with hexane:ethanol (9:1). The organic phase was evaporated and resuspended in 125 µL acetonitrile. The solution was injected into an HPLC (Thermo Finnigan Surveyor, Thermo Fischer) equipped with an RP18 Aquapore column (Life Technologies), applying a linear gradient of water-acetonitrile 0%–100% in 20 min. Farnesol was detected by MS (Thermoscientific LXQ, Thermo Fischer) and quantified using a calibration curve of pure *E,E*-farnesol.

### Genome sequencing and assembly

Fungal DNA was extracted from the pellet of 1 mL of a GPP liquid culture during exponential growth phase according to the manufacturer’s instructions (DNeasy plant minikit, Qiagen). DNA was quantified using a Nanodrop 2000 (Thermo Scientific) and sequenced by Novogene Co. Ltd in an Illumina HiSeq platform (150 bp paired-end) yielding a 100 × coverage. Reads were assembled using SOAP *de novo* 2.04 (56), and scaffolds below 500 bp were masked. AUGUSTUS server was used for gene identification and functional annotation against the GO, KEGG, EuKaryotic Orthologous Groups, and NR databases (57).

For the analyses of putatively secreted proteins, a list of proteins with signal peptides was selected using SignalP5.0 (58) with a 0.5 threshold. Proteins with more than one transmembrane motif according to TMHMM Server2.0 (59) were identified as transmembrane proteins and filtered out. DbCan2-meta server with parameters HMMER (*E*-value < 1e−15, coverage > 0.35), DIAMOND (*E*-value < 1e−102), and HotPep (frequency > 2.6, hits > 6) was used to analyze putative carbohydrate-active enzymes (CAZymes, Lombard et al., 2014). Those predicted by two or more tools were kept for further analyses. Manual analyses of certain genes were performed against NCBI nucleotide or *Candida albicans* genome databases (60). Conserved protein-motifs were analyzed using InterProScan (61). Given the special interest in secreted and carbohydrate-active enzymes, Secretool and dbCan2 servers were, respectively, used for further annotation (62, 63).

### RNA preparation and sequencing

Eighteen biological replicates (samples of 1 mL) were taken from the control and farnesol-treated liquid cultures in GPP medium at 22, 47, and 68 h after induction. Nine samples were pooled to get two replicates of each treatment. Samples were centrifuged at 13,000 *× g* for 5 min, supernatant discarded, and pellets stored at −80°C until processed. RNA was extracted using a RNeasy plant minikit (Qiagen) following the manufacturer’s instructions, followed by a DNase treatment with TURBO DNA-free (Thermo Scientific). RNA quality and quantity were determined using Experion (Bio-rad) on-chip electrophoresis, where all samples met a RIN threshold >8. RNAseq was performed in an Illumina NovaSeq 6000 platform by Novogene Co. Ltd, yielding 150 bp-long paired end reads in FASTQ format.

### RNAseq processing and analyses

FASTQ read files were processed with Cutadapt (64), and quality control was performed using MultiQC (65). RNA reads were aligned to the genome of *O. piceae* CECT 20496 using STAR (66) and the nf-core RNAseq pipeline (67) allowing for unique mapping. Raw read counts were used for differential expression analyses using DESeq2 (68). The normalized log2 transformed gene read count showed similar mean and distribution patterns for all libraries and the PCAs clustered replicates together. Gene expression data were normalized and used to calculate log_2_ fold differences and adjusted *P*-values for every time point using treatment as the experimental factor (treatment with farnesol vs control). A Bonferroni-correction adjusted *P*-value < 0.05 and a log_2_ FC > 1.5 were set as thresholds to consider differences significant. Gene enrichment analyses were performed in R using the top GO package after creating a custom GO database from the genome annotations (69). Furthermore, data were visualized with the Venn Diagram and pheatmap R packages in combination with DESeq2 (70, 71).

To cluster genes according to their expression patterns and to their function, SOMs were trained (72). The number of nodes for the SOM model was set to 420 according to the size of the fungal genome (73). The R package Kohonen was used to train the model with the means of the rlog transformed gene counts as input for each time and treatment, alpha was set to decrease linearly from 0.05 to 0.01, and the number of iterations was set to 10,000 (68, 74). Learning rate and distance reductions were evaluated and deemed appropriate.

### Proteomic analysis

As described for RNA extraction, 1 mL of each culture was centrifuged at 13,000 × *g* for 5 min. The supernatant was concentrated in a centrifuge filtration system Centricon-Plus 3 kDa (Merck-Millipore) to a volume of 50 µL to perform secretomic analyses. For intracellular proteomics, cell pellets were freeze-dried and disrupted by grinding with a mortar and pestle. Five-hundred milligrams of ground biomass was resuspended in 1 mL of Tris-glycine buffer (0.025 M Tris–0.192 M Gly) plus 0.1% SDS and centrifuged at 12,500 × *g* for 40 min at 4°C, collecting the supernatant. The protein mixtures from the supernatant and those extracted from the pellets were analyzed in a nano-HPLC Easy-LC column (Proxeon) connected in series with a LTQ Orbitrap Velos analyser (Thermo Scientific). The gradient for liquid chromatography was linear, ranging from 0% to 35% of buffer B (0.1% of formic acid in acetonitrile) in A (0.1% formic acid and 2% acetonitrile in water) during the first 120 min and up to 20% for 20 more minutes. Proteins were identified querying MS/MS data against the *O. piceae* CECT 20416 annotated protein database using Sequest and Mascot. Identified peptides were validated with Percolator, and only those with a high confidence level were accepted (75). Predicted proteins were mapped to their respective gene SOM nodes to compare between observed transcription and translation levels although protein visualization only enables for qualitative analyses.

### Protein modeling

The predicted sequences that encoded relevant proteins were manually curated and subjected to three-dimensional modeling with the programs implemented by the automated protein homology-modeling server SWISS-MODEL [https://swissmodel.expasy.org/; (76)]. The models were comprehensively analyzed using PyMol 1.1 (http://pymol.org/) (77). Due to its length and heterogeneity, the model was built in four parts using four different crystal structures as templates: the RA domain of FLJ10324 from *Homo sapiens* (PDB 3EC8) from residue 300 to 400 (QMEAN −2.74); the flg22 transferase receptor from *Arabidopsis thaliana* (PDB 4MN8) from residue 400 to 990 (QMEAN −6.82); the PP2Ca-D38A metal binding protein from *Homo sapiens* (PDB 4RAF) from residue 990 to 1,300 (QMEAN −3.58); and the adenylate cyclase from *Trypanosoma brucei* (PDB 1F × 2) from residue 1,300 to 1,690 (QMEAN −4.93). The docking of farnesol and 3-oxo-C12-HSL in the model was performed using the automated SWISS-DOCK server (http://www.swissdock.ch/) selecting both ligands from the database.

## Data Availability

The genome sequence from *O. piceae* CECT 20416 v2 was deposited in the NCBI database under the accession number PRJNA1019113. Raw reads obtained from each replicate of the *O. piceae* CECT 20416 transcriptome growing in GPP with or without farnesol were deposited in the NCBI database under the accession number PRJNA906718. The processed data was deposited in the GEO database under the accession number GSE243253.

## SUPPLEMENTAL MATERIAL

Supplemental figures spectrum.00290-23-s0001.pdf Figures S1-S4.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: Deciphering the molecular components of the quorum sensing system in the fungus Ophiostoma piceae
**Source:** Microbiol Spectr. 2023 Oct 5;11(6):e00290-23. doi: 10.1128/spectrum.00290-23
**Supplement:** Supplemental figures — Figures S1-S4.

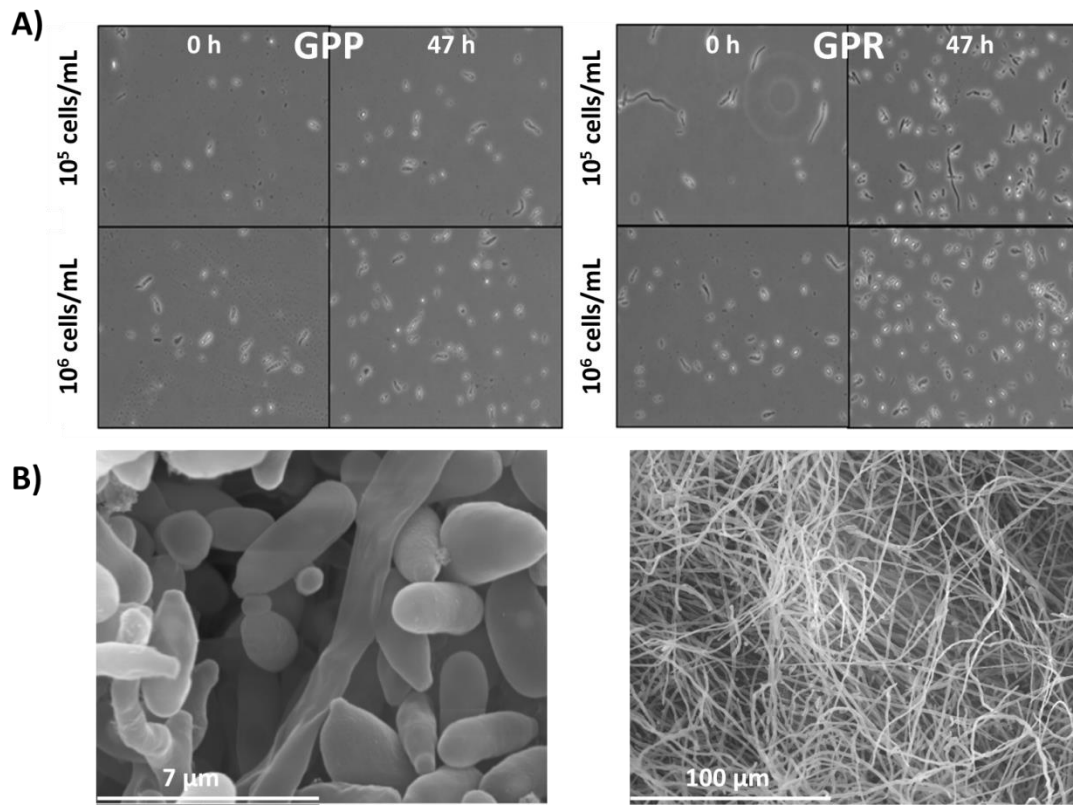

Figure S1. A) Light microscope (40x) images showing the morphology of cultures at 0 h and of 47 h post-inoculation in phosphate medium with glucose (G) or sucrose (S) as the carbon source, and proline (P) or arginine (R) as the nitrogen source. The media GPP (glucose-phosphate-proline) and GPR (glucose-phosphate-arginine) were inoculated at low (10^5 cells/mL) and high cell density (10^6 cells/mL). B) Scanning electron microscope (SEM) images of a control culture in medium GPP (left panel) and a culture induced with 100 μ m farnesol (right panel).

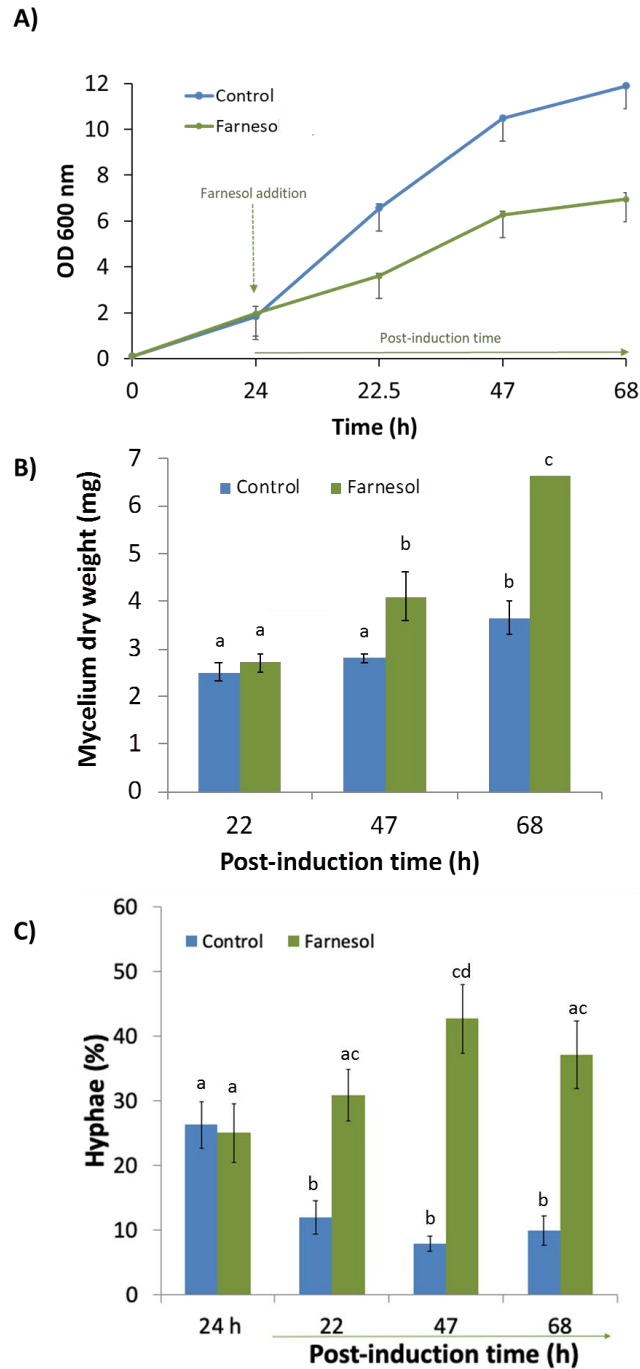

Figure S2. Morphology of control cultures of *O. piceae* CECT 20416 or induced with 100 μ M farnesol. A) OD of the culture filtrates through Miracloth. B) Mycelium dry weight. C) Percentage of hyphae observed by light microscopy. Eighteen biological replicates were used both for control samples and for the induction with farnesol. Groups of six biological replicates were pooled together to give three technical replicates, that were individually analyzed. Error bars: standard error. Statistical significance of the results

was evaluated by ANOVA and Tukey tests.

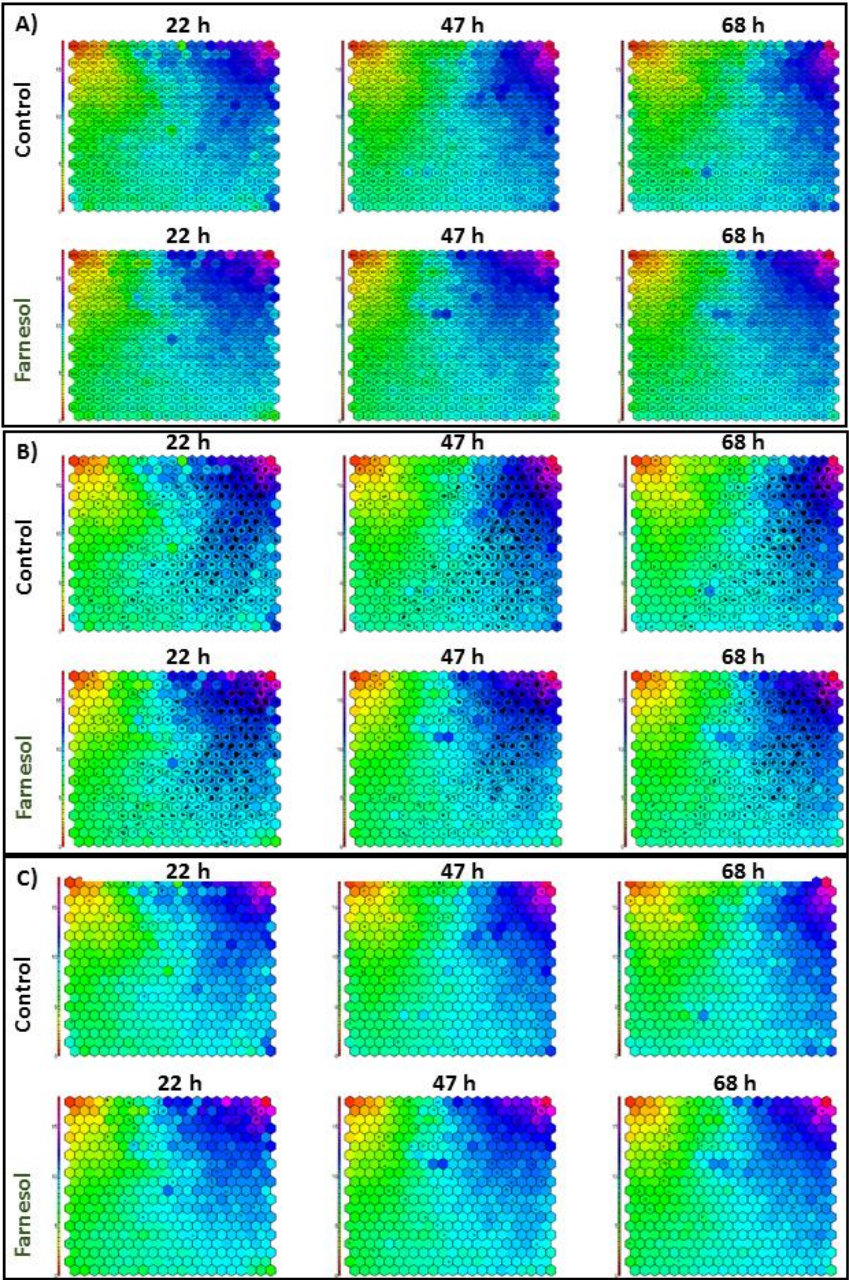

Figure S3. Self-organized maps (SOM) for comparative transcriptomic and proteomic analysis of control vs. farnesol-induced cultures. A) Transcriptomic data and numbering of the nodes. Each plot represents gene transcription levels for a given timepoint and condition. Each SOM node groups genes with similar expression patterns and the color gradient represents their transcription level. B) Location in SOM nodes of the proteins detected in the secretome in each condition. C) Location in SOM nodes of the proteins detected in the intracellular proteome in each condition

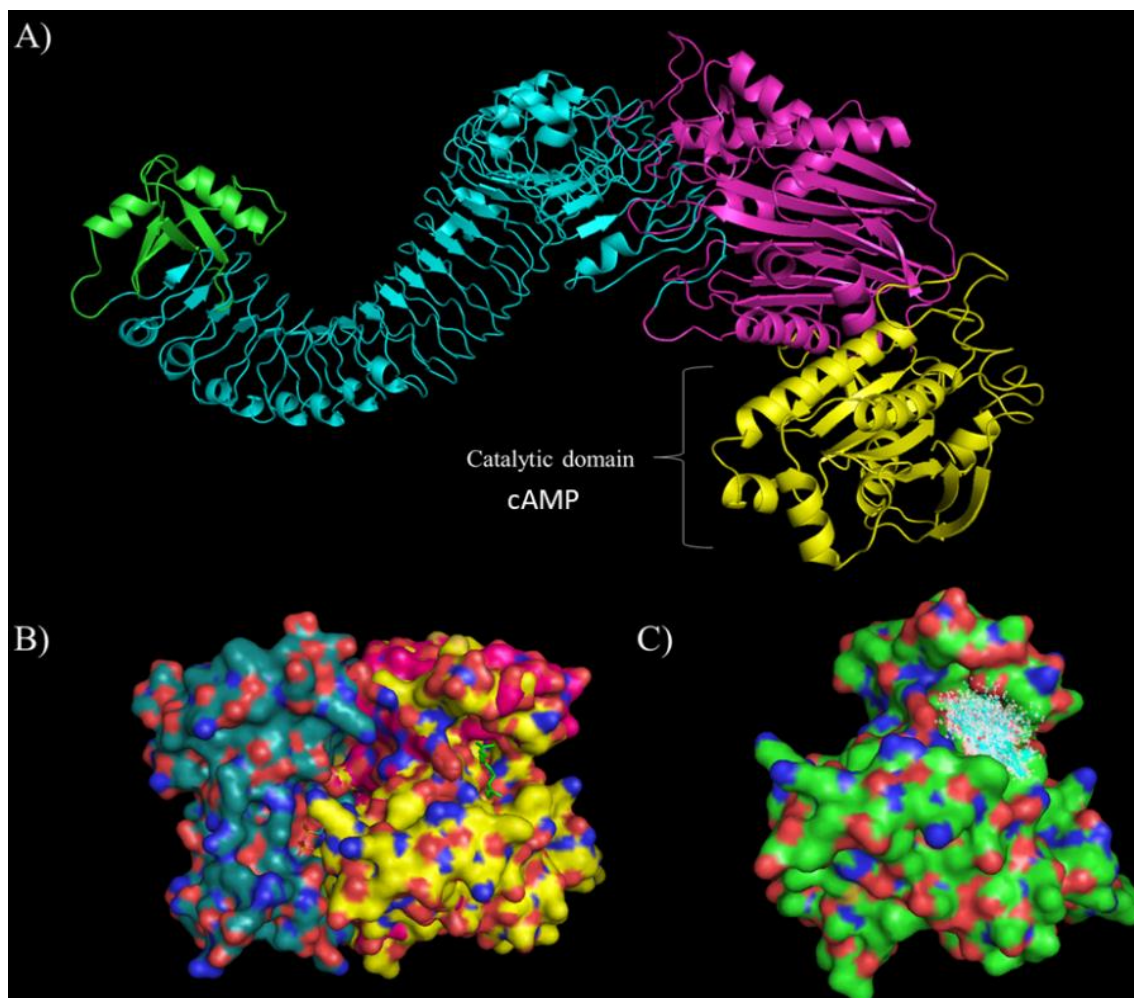

Figure S4. Modelling of the structure of the key integrator Cyr1 (adenylate cyclase). A) whole structure of Cyr1. B) Detail of the dimeric catalytic centre, showing the location of a molecule of farnesol (green). C) Monomeric unit of the catalytic centre with the potential binding sites of a molecule of 3-oxododecanoyl-L-homoserine lactone (light blue).

How the deposited data were processed for this re-analysis (not part of the article)

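Cultures of O. piceae CECT 20416 were sampled at 22, 47 and 68 h after the addition of 100 µM farnesol, with controls at the same times, and pools of culture samples gave 12 RNA libraries, 6 per treatment. The paper's methods and the submitters' processing notes name cutadapt, MultiQC and STAR, without versions, and the paper also names the nf-core RNAseq pipeline, the genome of the strain and DESeq2.

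The authors deposited, for each library, an estimated count and an FPKM value for 21153 clusters. Between 82.7% and 85.1% of the estimated counts in the deposited files were whole numbers, the others had decimals. The deposited FPKM values are scaled by the authors to length and library total, and were used here only to derive an effective length per cluster and library. The comparison of effective length between libraries used clusters with over 200 counts and over 5 FPKM in every library. The length given for a named cluster is the median over the libraries, without that limit. How the clusters were made, and by which counting tool, is not given in the sources used here. Clusters are not paired with the gene identifiers of the paper or with the locus tags of the reference table, so gene lists, ontology terms, map nodes and the genes that the paper names were not analysed here.

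Sample conditions were taken from the sample labels. The sample name written in each file gives another time or replicate for 8 of the 12 libraries and the same treatment for all. Both namings were fixed before the data were examined, the labels as the main one and the names of the files as an alternative, together with all other alternatives that are not described as chosen later. The comparison over all 12 libraries uses the treatment alone, so differences between times stay in its spread.

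Estimated counts were rounded to whole numbers. With edgeR 4.0.16 in R 4.3.3, clusters with low counts were removed by filterByExpr (minimum count 10), which left 10432 clusters for the comparison of treatments and 11938 for the model with 6 groups, the latter holding 99.9% of all counts. Libraries were scaled by TMM, and log2 CPM used a prior count of 2. Treatments were compared by the quasi-likelihood F test over all libraries, and at each time as contrasts in the model with 6 groups of 2 libraries, which share one estimate of the spread. The difference of the effect between times was tested with the treatment by time terms. A cluster was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1.5 in either direction, the thresholds of Fig. 2, and standard errors are the log2 fold change divided by the square root of the F statistic. The clusters named in the text are the 2 with the largest increase and the 2 with the largest decrease among those with an adjusted p under 0.05 over all libraries, a mean of at least 1 CPM and complete separation of the 6 farnesol from the 6 control libraries. The rule would have taken 10 in each direction and the paper's own genes, but was limited because clusters carry no gene names. A fold against controls with no count was computed against a floor of 3 counts over the group.

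Alternatives were DESeq2 1.42.0, median-of-ratios factors, no filter on low counts, Bonferroni adjustment, a replicate block, time as a term, only the libraries of one time, and leaving out each library in turn. The replicate numbers were not found to pair the libraries. The deviations of libraries with the same number correlated between -0.52 and 0.34 over 15 pairs of groups with the labels, and between -0.07 and 0.09 with the names of the files.

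The steps were tested on simulated counts drawn from the mean level and spread of each cluster in these libraries, with no change over time. Changes were placed only in clusters with counts well above the filter, so the shares below do not cover clusters with low counts. For the comparison over all libraries, with 10432 clusters, 89.6% of clusters changed by a log2 fold change of 2 and 98.5% of those changed by 3 were called, with 3 calls among 10232 unchanged clusters. For the comparison at 47 h, with 11938 clusters and the spread of the times in the files, 88.1% and 93.9% were called, with 7 calls among 11738 unchanged clusters. With the spread of the label times these shares were 41.8% and 71.2%. Total counts between 8653684 and 14130282 per library set the depth, and clusters under the filter were tested by edgeR only in the alternative with no filter.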

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

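The tests of lower depth, shorter fragments, fewer distinct molecules and exchanged files were chosen after the values they bear on were seen. In 22 groups of 6 libraries a gap test was run, which by chance marks about 1 group in 20.

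The farnesol library named for 47 h, replicate 1, in its file, labelled farnesol 22 h replicate 2, lay apart from the other 5 farnesol libraries in 4 measures. It had no count for 27.8% of the clusters, against at most 26.07% in any other library and 21.16% in any other farnesol library. It had 915 clusters with an estimated count of exactly 1, against at least 1631 elsewhere, and 955 after rounding, against at least 1686. Its 10 most abundant clusters took 9.11% of its counts. In it 24 clusters were above 5 CPM and over 20-fold above every other library, and these held 838 CPM. Lower depth is argued against by its total of 14130282 counts, the highest of the 12. Shorter fragments stay open, from the 2 other libraries with an effective length more than 15 nt above the rest, by the names in the files. Control 68 h replicate 1 had 25.94% of clusters without a count, above the median of 23.68% of the other controls. Farnesol 22 h replicate 2 had 18.81%, below the median of 20.57% of the farnesol libraries without it and without farnesol 47 h replicate 1. Fewer distinct molecules in this library also remain a candidate explanation: after rounding, for each cluster with a count of 2 it had 1.13 clusters with a count of 1, against 1.37 to 1.62 in the other 11 libraries. No biological explanation was tested.

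In the library named control 68 h replicate 2 in both namings, 11 clusters were above 5 CPM and over 20-fold above every other library, against at most 1 in each of the other 5 controls. Cluster-1261.7840, which was lower with farnesol, stood at 27.0 CPM in the library named farnesol 68 h replicate 1 in its file, above the other 5 farnesol libraries. The effect of farnesol on Cluster-1261.1126 differed between the times written in the files (adjusted p = 0.0311 from edgeR, and 1 with label times), at a log2 fold change of 11.83 at 22 h, 9.90 at 47 h and 8.50 at 68 h.

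Libraries of the same labelled time resembled each other less than libraries of the same time by the names written in the files. A candidate explanation is that files were attached to other samples than the ones they hold. In the order of the samples within each treatment, the labels list both replicates of a time before the next time. The names in the files list all times of a replicate before the next replicate. For 10 of the 12 libraries the most similar library of the same treatment was the duplicate by the name in the file, against 0 by the label. The exceptions were the 2 farnesol libraries named for 47 h. The treatment is the same in both namings, so no library would change its treatment. Of the 225 pairings within treatments, 200 had a mean correlation at least as high as that of the labels. These values argue against the labels as the pairing of duplicates, but do not by themselves give the time of each pair.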

How the results depend on the processing

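With the times written in the files, the alternatives of Bonferroni adjustment, DESeq2 with Bonferroni adjustment, the 4 libraries of one time, median-of-ratios factors, no filter and leaving out single libraries were chosen after the values were seen. The 4 named clusters were chosen for complete separation of the treatments in these same libraries. That their direction was kept in 80 comparisons with alternatives is therefore no test. In 1 of these, Bonferroni adjustment, Cluster-1261.1101 no longer passed the threshold, at a fitted log2 fold change of 8.76.

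Over all libraries edgeR called 239 higher and 119 lower, with 189 to 280 and 101 to 154 when 1 library was left out, 211 higher and 109 lower with the replicate block although the numbers did not pair the libraries, 194 higher and 112 lower with the label time in the model and 331 higher and 144 lower with the time of the files in it. DESeq2 called 444 higher and 203 lower, with 14 over 64-fold, and Bonferroni adjustment of the edgeR p-values left 32 higher and 20 lower. The times written in the files leave this comparison as it is, since they change no treatment.

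With label times, edgeR called few clusters, and the times written in the files gave 282 higher and 224 lower at 22 h, 568 and 425 at 47 h, and 548 and 170 at 68 h, 975 higher and 614 lower at any time and 80 higher at every time, with an effect that differed between times for 1985, and 28, 38 and 51 over 64-fold at 22, 47 and 68 h. DESeq2 with label times called 117 higher and 113 lower at 22 h, 79 and 53 at 47 h, and 181 and 72 at 68 h, 263 higher and 159 lower at any time and 35 higher at every time, with an effect that differed between times for 7, and 31, 19 and 40 over 64-fold. DESeq2 with the times of the files called 326 higher and 254 lower at 22 h, 679 and 405 at 47 h, and 616 and 193 at 68 h, and 1120 higher and 638 lower at any time and 97 higher at every time, with an effect that differed between times for 2917. With label times and no filter, edgeR called 13 higher and 6 lower at 22 h, 4 and 1 at 47 h, and 6 and 4 at 68 h, 14 higher and 8 lower at any time and 4 higher at every time. With Bonferroni adjustment it called 3 higher and 0 lower at 22 h, 1 and 0 at 47 h, and 1 and 0 at 68 h, 3 higher and 0 lower at any time and 1 higher at every time. With the replicate block it called 1 higher and 0 lower at 22 h, 1 and 0 at 47 h, and 0 and 0 at 68 h, 1 higher and 0 lower at any time and 0 higher at every time, and with that block and the times of the files 251 higher and 203 lower at 22 h, 497 and 403 at 47 h, and 516 and 152 at 68 h, 872 higher and 567 lower at any time and 74 higher at every time, with an effect that differed between times for 1518. With the 4 libraries of one labelled time alone it called 1 higher and 0 lower at 22 h, 0 and 0 at 47 h, and 0 and 0 at 68 h. Beside these counts of 0, the edgeR comparisons of label times held 1200, 754 and 1257 of 11938 clusters at an unadjusted p under 0.05. Chance alone gives a share of 0.05. When 1 library was left out, edgeR with label times called 0 to 11 higher and 0 to 11 lower at 22 h, 0 to 4 and 0 to 0 at 47 h, 0 to 6 and 0 to 2 at 68 h, 0 to 4 higher at every time, 1 to 12 higher and 0 to 11 lower at any time, and 0 to 0 with an effect that differed between times, so single libraries decide these small counts, and without the library labelled farnesol 22 h replicate 1 there were 10 higher and 11 lower at 22 h. The cause of these changes was not tested.

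With the times written in the files, Bonferroni adjustment in edgeR left 59 higher and 64 lower at 22 h, 114 and 84 at 47 h, and 127 and 30 at 68 h, 214 higher and 135 lower at any time and 13 higher at every time, with an effect that differed between times for 118, and DESeq2 with Bonferroni adjustment gave 163 higher and 139 lower at 22 h, 322 and 249 at 47 h, and 303 and 89 at 68 h, 556 higher and 358 lower at any time and 41 higher at every time, with an effect that differed between times for 901. The 4 libraries of one time alone gave 454 higher and 285 lower at 22 h, 123 and 99 at 47 h, and 642 and 226 at 68 h. When 1 library was left out, edgeR called 156 to 371 higher and 151 to 289 lower at 22 h, 397 to 849 and 309 to 697 at 47 h, 353 to 663 and 100 to 235 at 68 h, 49 to 96 higher at every time, 779 to 1350 higher and 500 to 957 lower at any time, and 924 to 4511 with an effect that differed between times, with lower clusters more numerous at 22 h without farnesol 22 h replicate 2 (156 higher, 173 lower) and at 47 h without farnesol 47 h replicate 2 (605 higher, 697 lower), and a lone library was assumed to vary like those of the other groups. By the names in the files, the libraries that moved a count by over 1.5 times include farnesol 47 h replicate 1, without which 4511 clusters had an effect that differed between times, and farnesol 47 h replicate 2, without which 4277 did. That count lay between 924 and 1263 without any 1 of the 4 libraries of 22 h, either farnesol library of 68 h, control 47 h replicate 2 or control 68 h replicate 2. Without any 1 of the 4 libraries of 22 h, 156 to 166 clusters were higher at 22 h and 49 to 53 at every time. Without farnesol 47 h replicate 1 or 2, 923 and 957 were lower at any time, and 697 were lower at 47 h without replicate 2. Without farnesol 68 h replicate 2, 353 were higher and 100 lower at 68 h, and without control 68 h replicate 2, 107 were lower. Without farnesol 47 h replicate 2, the farnesol library left at 47 h is replicate 1, which lay apart from the other farnesol libraries in 4 measures. The mean correlation of duplicates by label was 0.922, 0.899 with a prior count of 0.5 and 0.961 with no filter. The share called among the most abundant clusters was 1.58%, and 12.4% with no limit on the fold change. Alternatives for gene lists were not run, because clusters carry no gene identifiers. Clusters under the filter on low counts were left out of the edgeR comparisons other than those with no filter.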

Differences from the paper's values

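The paper counts genes of its annotation, 2 libraries per group, with DESeq2, and the values here count clusters, so the units differ. It names the same thresholds as used here, with a Bonferroni correction in its methods and FDR in the legend of Fig. 2. Which of the paper's genes an alternative calls or drops cannot be counted, because clusters are not paired with its gene identifiers. By the names in the files, each group of the labels holds libraries of different times. If those names are right, a count with label times is not the paper's comparison, whether it lies near the paper's value or far from it.

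At 22 h the paper reports 190 upregulated genes, and 3 clusters were higher with the label times. Of the alternatives set before the data were examined, the times written in the files (282) and the replicate block with those times (251) lie within 1.5 times the paper's value, and DESeq2 with either naming, median-of-ratios factors, no filter, Bonferroni adjustment, the replicate block, the libraries of that time alone and leaving out any library, all with label times where not stated, do not. The paper reports 121 downregulated genes at 22 h, and 1 cluster was lower. DESeq2 with label times (113) comes within that range and the others do not. At 47 h the paper reports 362 upregulated genes against 3 clusters here, and the replicate block with the times written in the files (497) is the one alternative of this kind within the range. For the 108 genes the paper reports as repressed at 47 h, 0 clusters were lower by edgeR and 53 by DESeq2 with label times. None of these alternatives comes within the range. At an unadjusted p under 0.05 edgeR held 754 of 11938 clusters in either direction, where chance alone gives a share of 0.05.

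For genes upregulated at any time the paper gives 595, and 3 clusters were higher here. Of these alternatives the replicate block with the times written in the files (872) lies within the range. For genes downregulated at any time the paper gives 203 against 1 cluster here, and DESeq2 with label times (159) lies within the range. The paper gives 43 genes upregulated at the 3 sampling points against 1 cluster here, and DESeq2 with label times (35) lies within the range. The paper's 9.4% of genes changed compares with 0.0335% of the tested clusters here. All shares are of the 11938 clusters tested with edgeR. The times written in the files (13.2%) lie within the range, and DESeq2 with those times (14.5%) or with label times (3.48%) does not. The verdict depends on the denominator: of all 21153 clusters in the files, the share was 7.44% with the times of the files and 8.21% by DESeq2 with those times, both within the range, and 1.99% by DESeq2 with label times.

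Other settings that lie within the range were chosen after seeing the values. DESeq2 with Bonferroni adjustment, both named in the paper's methods, and the times written in the files gave 163 higher and 139 lower clusters at 22 h, 322 higher at 47 h, 556 higher at any time, 41 higher at all 3 times and 7.58% of the 11938 clusters changed. The same setting gave 249 lower at 47 h and 358 lower at any time, which are outside it, as is its share of 4.29% of all clusters in the files. All of the following also used the times written in the files. With edgeR and Bonferroni adjustment 84 clusters were lower at 47 h, and with the libraries of that time alone 99 were. With median-of-ratios factors 284 were higher at 22 h. With no filter 256 were higher at 22 h, 531 at 47 h and 891 at any time. Leaving out single libraries brought the count within the range for lower clusters at 22 h (151 to 173), higher clusters at 47 h (397 to 528), at any time (779 to 886) and at all 3 times (49 to 64). The 282 higher clusters at 22 h lay within the range with all libraries and, at 156 to 259, without any 1 of 10 libraries, but not without farnesol 47 h replicate 1 or 2, at 368 and 371.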

Other observations

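The test that relates the change with time to the effect of farnesol was chosen after a first look at these values, and its repeats on abundant clusters and without one library were set before their results were seen. Times in this part are those written in the files, which the sample labels dispute for 8 of the 12 libraries.

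In the controls, 360 clusters rose and 652 fell from 22 to 68 h, of 11938 tested with edgeR at the same thresholds. With farnesol, 367 rose and 271 fell over the same interval. Between 47 and 68 h, 17 rose and 217 fell in the controls, against 110 and 73 with farnesol.

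Of the 652 clusters that fell in the controls from 22 to 68 h, 264 were higher with farnesol at 47 h, where independent lists would share 31, and 19 were lower. Of the 360 that rose, 86 were lower with farnesol at 47 h, where independent lists would share 12.8, and 6 were higher. The fold changes in these comparisons share no library. The calls came from 1 model, with scaling and spread estimated over all 12 libraries, so the numbers for independent lists are only a rough reference. Across clusters, which are not independent replicates, the effect of farnesol at 47 h and the change from 22 to 68 h in the controls had a Pearson r of -0.39 and a Spearman rho of -0.36, while differences between duplicates gave r between -0.03 and 0.13. The r was -0.54 over the clusters above the median level, which argues against low counts, and -0.40 without farnesol 47 h replicate 1, which argues against that library. In the other comparisons that share no library, r was -0.27 for the effect at 68 h with the control change from 22 to 47 h, and -0.01 for the effect at 22 h with the control change from 47 to 68 h. One hypothesis is that cultures with farnesol keep, at 47 h, expression that control cultures lose with time, which could reflect a delay in the course of the culture. Whether it holds at 22 h is left open, since the one control interval free of shared libraries there is another one, from 47 to 68 h, and a difference in growth phase between the cultures was not tested.

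The counts over all libraries were set against 99 other divisions of the 12 libraries into groups of 6, which with the real one make 100 of the 462 possible. The real division gave 239 higher and 119 lower clusters and the highest of the others gave 1 call, whether the larger direction or both together were counted. The real division was the only 1 of the 100 with as many calls. Chance can thus be excluded at the level that 100 divisions allow, if the 12 libraries are independent units. Each of the other divisions mixed both treatments in its groups, which puts the difference between treatments into their spread.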
